# Analysis of long non-coding RNAs highlights tissue-specific expression patterns and epigenetic profiles in normal and psoriatic skin

**DOI:** 10.1186/s13059-014-0570-4

**Published:** 2015-01-30

**Authors:** Lam C Tsoi, Matthew K Iyer, Philip E Stuart, William R Swindell, Johann E Gudjonsson, Trilokraj Tejasvi, Mrinal K Sarkar, Bingshan Li, Jun Ding, John J Voorhees, Hyun M Kang, Rajan P Nair, Arul M Chinnaiyan, Goncalo R Abecasis, James T Elder

## Abstract

**Background:**

Although analysis pipelines have been developed to use RNA-seq to identify long non-coding RNAs (lncRNAs), inference of their biological and pathological relevance remains a challenge. As a result, most transcriptome studies of autoimmune disease have only assessed protein-coding transcripts.

**Results:**

We used RNA-seq data from 99 lesional psoriatic, 27 uninvolved psoriatic, and 90 normal skin biopsies, and applied computational approaches to identify and characterize expressed lncRNAs. We detect 2,942 previously annotated and 1,080 novel lncRNAs which are expected to be skin specific. Notably, over 40% of the novel lncRNAs are differentially expressed and the proportions of differentially expressed transcripts among protein-coding mRNAs and previously-annotated lncRNAs are lower in psoriasis lesions versus uninvolved or normal skin. We find that many lncRNAs, in particular those that are differentially expressed, are co-expressed with genes involved in immune related functions, and that novel lncRNAs are enriched for localization in the epidermal differentiation complex. We also identify distinct tissue-specific expression patterns and epigenetic profiles for novel lncRNAs, some of which are shown to be regulated by cytokine treatment in cultured human keratinocytes.

**Conclusions:**

Together, our results implicate many lncRNAs in the immunopathogenesis of psoriasis, and our results provide a resource for lncRNA studies in other autoimmune diseases.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0570-4) contains supplementary material, which is available to authorized users.

## Background

Long non-coding RNAs (lncRNAs) have received much attention in the past several years. Coincident with improved annotation of functional elements [1,2], it has been appreciated that a large portion of the genome is transcribed during the course of development, much of which represents lncRNA [3]. LncRNAs resemble mRNAs because they are typically transcribed from active chromatin [4], polyadenylated, and capped; however, they do not direct protein synthesis [5]. LncRNAs play important functional roles in epigenetic regulation, by forming networks of ribonucleoprotein complexes with chromatin regulators [6], and targeting their action to appropriate genomic regions both in *cis* and in *trans* [5,7,8]. Initially recognized for their role in X-chromosome inactivation [9], lncRNAs are increasingly being implicated in a variety of disease states, including susceptibility to infection [10], neurodegenerative diseases [11], and cancer [12-15].

Recently, discovery and analysis of non-coding RNAs have been enhanced by RNA-seq technology, and different pipelines have been developed to identify novel lncRNAs using RNA-seq data [1,13,16,17]. However, despite successful studies highlighting important roles of lncRNAs in different tissues and diseases [12,13,15,18], little is known about the roles of lncRNAs in human autoimmune diseases [19]. Furthermore, biological inference of lncRNA function remains a challenging task, given their currently-limited annotation status and low expression levels [3].

Psoriasis is a chronic immune-mediated inflammatory and hyperproliferative disease of skin and joints, affecting around 2% of the population [20,21]. Recently, we [22] and others [23] have applied RNA-seq technology to the analysis of protein-coding genes in psoriatic lesions, compared to uninvolved skin from the same individual [23], or to normal skin [22]. Aided by the availability of large numbers of samples, we identified multiple networks of coordinately expressed genes in normal versus psoriatic skin utilizing weighted gene co-expression network analysis [22]. Moreover, we found strong enrichment for genes that are known targets of lncRNA-mediated terminal differentiation in both normal and psoriatic skin [22]. In the skin, several lncRNAs have been shown to play key roles in both epidermal specification during development [6] and epidermal terminal differentiation [18]. A lncRNA named *PRINS* (Psoriasis susceptibility-related RNA Gene Induced by Stress) has also found to be essential in the survival of keratinocytes under stress condition and may contribute to psoriasis susceptibility [24]. These observations motivated us to consider psoriasis as an exemplar for the roles of lncRNAs in autoimmune disease.

To accomplish this, we first applied a computational approach [13] and stepwise filtering procedures to identify high-confidence lncRNAs expressed in the RNA-seq cohort. We then developed an analytical pipeline to globally characterize skin-expressed lncRNAs, with a particular focus on novel lncRNAs that were not previously annotated. We tailored our analysis to ask: (i) whether newly identified lncRNAs would have different expression behaviors compared to mRNAs and previously-annotated lncRNAs; and (ii) whether we could use existing biological information and data to infer the functional roles of the identified lncRNAs. Applying the aforementioned tools, we identified tissue-specific expression patterns and epigenetic profiles for novel lncRNAs, which are more pronounced than for previously-annotated (known) lncRNAs, with a significantly higher proportion of novel lncRNAs differentially expressed in lesional psoriatic skin. By examining patterns of co-expression with mRNAs of known function, we found strong enrichment for immune-related functions among all identified lncRNAs, particularly those that are differentially expressed in psoriatic skin. Overall, our study highlights the importance of lncRNAs in the pathogenesis of psoriasis, and provides a valuable resource for lncRNA studies in other autoimmune diseases.

## Results

### Identification of lncRNAs in normal, uninvolved, and lesional psoriatic skin

We analyzed high-throughput sequencing data from polyA+ RNA-derived cDNA (designated as RNA-Seq) from 216 skin samples (99 lesional psoriatic (PP), 27 uninvolved psoriatic (PN), and 90 normal controls (NN); see Additional file 1 for additional information regarding the patient cohort). The dataset consisted of 174 samples that have been previously described (92 PP and 82 NN) [22] and 42 new samples (7 PP, 27 PN, and 8 NN), with each of the PN samples being paired with one PP sample (on average 40 million reads per sample). 

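Of the skin samples, the 8 NN, 27 PN and 7 PP samples that were new in this study had deposited read counts, and the earlier samples were not used here. The counts were whole numbers for 21803 genes of the assembly, one column per sample, without normalization. For each sample the authors aligned the reads of polyA+ RNA with TopHat (version 1.3.3 in the sample records), kept uniquely mapped reads and counted them per assembled gene. An NN sample held between 16414528 and 63669449 counted reads, with a median of 26249783. A sample labelled PN held between 17024866 and 39042013, with a median of 23944406. A PP sample held between 3950796 and 81754666, with a median of 18503373. At least 1 read was found for 20012 to 21053 genes per NN sample, 19705 to 21238 per sample labelled PN and 15123 to 20872 per PP sample. Levels are given as counts per 1000000 reads (CPM) after TMM normalization over all 42 samples. Groups were compared with the quasi-likelihood test of edgeR over genes with at least 1 read per sample on average in the groups compared. Each fold change is given as the second group over the first, PP over NN for NN vs. PP. The sample records do not tell which PP sample was taken from the same patient as a PN sample, so patients could not be matched. The PN label is used as deposited, and the columns that carry it are called samples labelled PN.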

An overview of the analysis pipeline is shown in Figure 1. We used Tophat [25] to align reads to the human genome, utilizing only uniquely mapped reads, followed by Cufflinks [26] to identify transcripts in each sample, using *ab initio* assembly. To detect unannotated transcripts, we employed a computational approach [13] that combines information (such as evidence for recurrent expression and percentile of abundance) across all the samples in the dataset. Using Ensembl version 74 as reference [27], identified transcripts were classified into five different categories (Additional file 2): (i) protein-coding; (ii) pseudogene; (iii) annotated ncRNA; (iv) antisense; (v) unannotated (novel) transcripts. The novel transcripts were further divided into: (a) novel intronic (unannotated transcript with exon(s) in intronic region(s) of the reference gene); (b) novel intergenic (unannotated transcript with exon(s) in intergenic regions defined by the reference); (c) novel interleaving (exons of the unannotated transcript in intronic and intergenic space relative to reference); and (d) novel encompassing (exons from reference gene(s) in the intronic space of the unannotated transcript).

**Figure 1:**
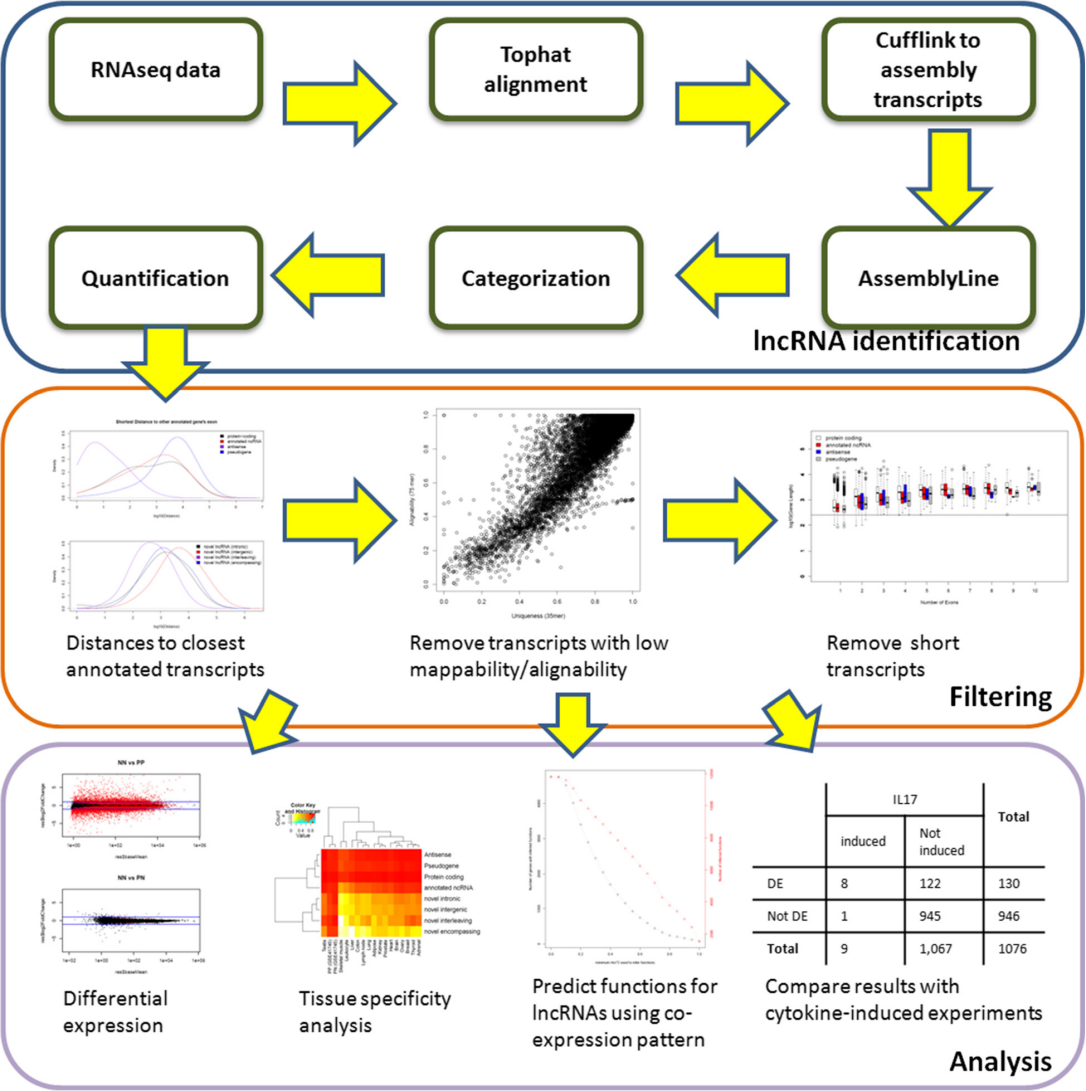
**Overview of the analysis pipeline.** We first performed Tophat alignment and identified uniquely mapped reads for each RNA-seq sample, we then assembled the transcripts using Cufflinks for each sample. We used a computational approach to nominate potential novel transcripts (Prensner JR *et al.*, [13]) by comparing with Ensembl gene set. We removed those potential novel transcripts which are close (that is, <2 kb) to any exons from any annotated transcripts, inhabited in regions with lower mappability/alignability, or less than 200 bp in length. We quantified the gene expressions using read counts. We then normalized the values across the samples and performed differential expression analysis using DESeq. We inferred the properties and biological functions of the lncRNAs by comparing results with other RNA-seq experiments and using co-expression analysis.

As the identification of unannotated transcripts could be due to artifacts involving mappability or artifactual nomination of immature mRNA fragments, we applied several filtering steps to remove potential artifacts (Materials and methods; Figure 1). First, we identified transcripts with coverage in at least 5% (that is, ≥11) of the samples in our full dataset. Next, we removed false lncRNA predictions due to premature mRNA fragments by calculating, for each annotated transcript, the genomic distance from its closest annotated gene exon (Additional file 3: Figure S1) and removing unannotated transcripts which map within 2 kb of the nearby annotated exons. Next, we imposed mappability and length filters to remove unannotated transcripts in genomic regions of low complexity and with short lengths (<200 bp) [3]. These filters are described in more detail in the Materials and methods and in Additional file 3: Figures S2-5. In subsequent analyses, we only considered transcripts with ≥1 read per sample on average. An expressed transcript identified in this study is thus defined as a transcript that passes the above quality control filters.

Table 1 shows the number of transcripts remaining after the aforementioned filtering steps (information regarding individual transcripts in Additional file 4). 

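The deposited assembly held 21803 genes with 46354 transcripts and 406503 exons in hg19 coordinates. In the 42 samples, 21476 of these genes (98.5%) reached an average of at least 1 read per sample, and every gene had a read in at least 1 sample. Exons of 6235 genes (28.6%) overlapped exons of another gene of the assembly, so that part of their reads cannot be assigned to a single gene. The assembly gave no strand for 2772 genes. The classes of genes used here came from the first 1999 of the 21803 rows of Table S3, which named 1346 protein-coding genes, 241 annotated lncRNAs, 84 unannotated lncRNAs, 198 antisense genes and 130 pseudogenes. They also came from Table S7, which listed 750 annotated and 209 unannotated lncRNAs with their co-expressed genes. Both tables gave the same class for all 83 lncRNAs that they shared.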

We identified 4,022 expressed lncRNAs, of which 2,942 (73%) were previously annotated and 1,080 (27%) were novel. The genomic distribution of expressed lncRNAs is shown in Figure 2, and a corresponding density map for novel lncRNAs is shown in Additional file 3: Figure S6. On average, we detected 1.3 expressed lncRNAs (annotated + novel) per megabase (Mb) across the genome (approximately 0.4 novel lncRNAs/Mb). We evaluated the protein coding potential of the identified novel lncRNAs and only two of them were predicted to be candidate coding transcripts, comparable to results reported previously [13] (Additional file 3: Figure S7). Moreover, in agreement with previous studies [3,28], the identified lncRNAs in our dataset tend to have fewer exons than protein-coding genes (that is, around 70% with fewer than 3 exons, Additional file 3: Figure S8).

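Exons were counted after merging overlapping exons of all transcripts of a gene in the deposited assembly. Of the 2115 lncRNAs named in the supplementary tables at hand, 1382 had fewer than 3 exons (65.3%, 95% Wilson interval 63.3 to 67.3), and 604 had a single exon. Of 1346 protein-coding genes in the rows of Table S3 at hand, 121 had fewer than 3 (8.99%, interval 7.58 to 10.6). The median was 2 exons for the lncRNAs and 9 for the protein-coding genes. Unannotated and annotated lncRNAs were close to each other, with fewer than 3 exons in 61.1% of 275 and 56.7% of 919, and their median exonic lengths were 771 and 1523 bp.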

**Table 1:** **Transcripts remaining after application of various filtering steps**

					**Novel**			
**Filter**	**Protein coding**	**Antisense**	**Pseudogene**	**Annotated lncRNA**	**Intronic**	**Intergenic**	**Interleaving**	**Encompassing**
Raw	16,246	2,902	3,670	4,593	823	1,825	142	113
≥5% (11) samples	16,225	2,897	3,650	4,585	822	1,820	141	112
Distance (≥2 kb)	16,225	2,897	3,650	4,585	336	1,269	22	46
Mappability	14,468	2,338	1,698	3,646	249	993	18	36
Length (≥200 bp)	14,461	2,336	1,693	3,642	244	984	18	36
≥216 mapped reads	14,011	2,294	1,476	2,942	196	840	15	29

**Figure 2:**
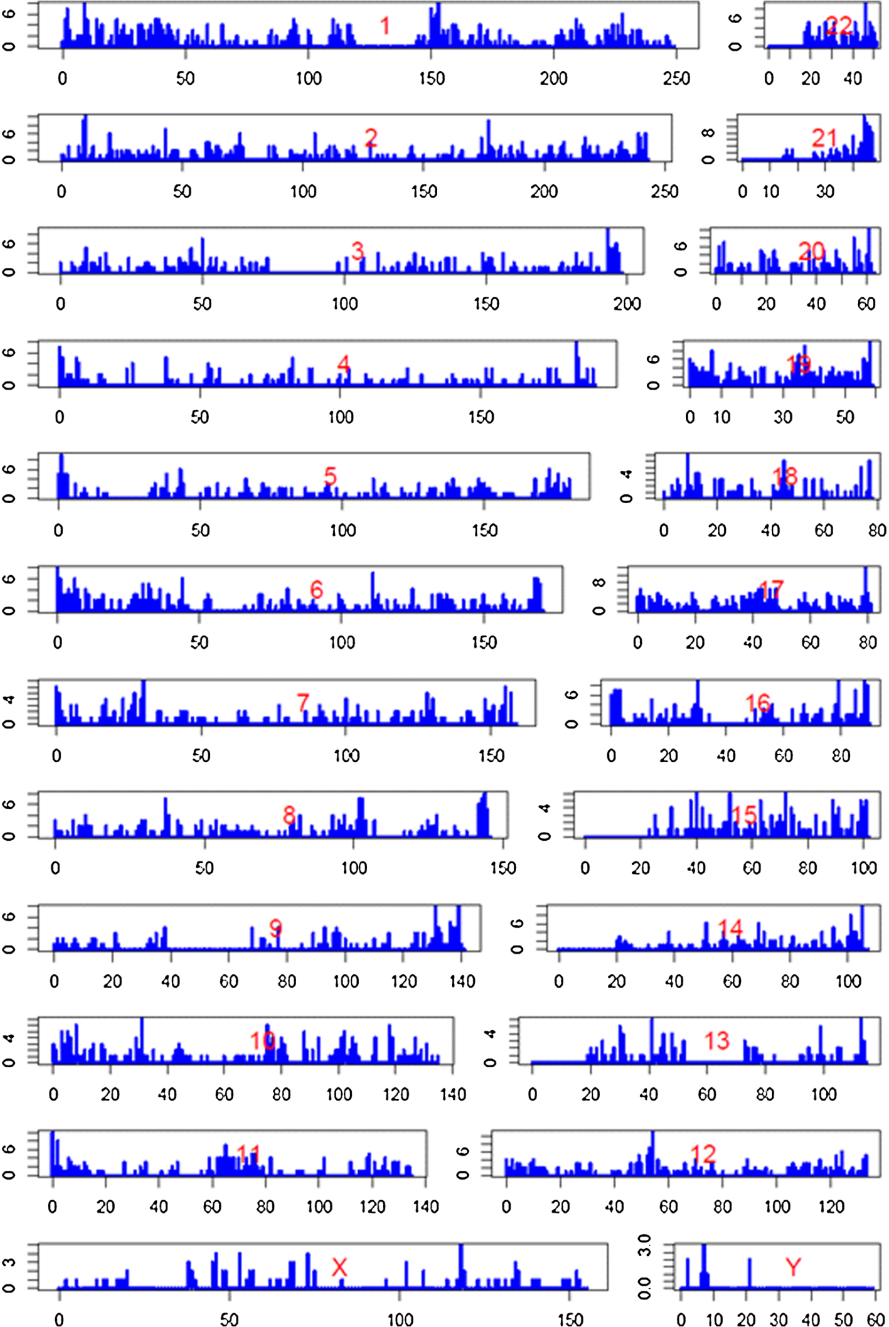
**Genomic map of lncRNAs expressed in skin tissues across the genome.** The number of lncRNAs identified in this study (y-axis) per megabase across the genome (x-axis).

To evaluate the efficiency of the lncRNA discovery pipeline we used a subset of the data (that is, the 174 samples described in [22]) to identify novel lncRNAs using the procedures described above, and asked whether the identified transcripts are expressed in the remaining 42 independent samples. 

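Expression of unannotated lncRNAs in the 42 new samples was counted for the 275 of them that the rows of Table S3 at hand and Table S7 name. With the coverage rule of the paper, at least 1 read in at least 5% of samples, all 275 were expressed in the 42 samples (95% Wilson interval 98.6% to 100%). By group, 263 (95.6%) had a read in at least 1 of 8 NN samples, 263 in at least 2 of 27 samples labelled PN and 247 (89.8%) in at least 1 of 7 PP samples. Among 919 annotated lncRNAs, 907 (98.7%) had a read in a PP sample. The assembly was made from all samples, these 42 included, and Table S7 lists lncRNAs with a co-expressed gene, so the set was not chosen independently of the 42 samples.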

We found that over 95% of the novel lncRNAs identified in these 174 samples were also expressed in the 42 independent samples (Additional file 3: Figure S9). The result illustrates the robustness of the pipeline and the filtering procedures in the identification of previously unannotated lncRNAs.

### Differences in gene expression patterns between novel lncRNAs and annotated transcripts

In agreement with previous studies [3,29], our results indicate that lncRNAs tend to be expressed at lower levels and have higher coefficients of variation than other gene categories (that is, protein-coding, pseudogene, antisense) (Figure 3). 

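RPKM was computed from the deposited counts, the exonic length of each gene in the assembly and the total of counted reads per sample, and was averaged over the 42 samples. Among the lncRNAs of Table S7, 207 unannotated lncRNAs had a median of 0.472 RPKM (quartiles 0.203 and 0.911). The 745 annotated lncRNAs of that table had a median of 1.29 RPKM (quartiles 0.487 and 4.77), a ratio of medians of 0.365 (two-sided permutation test of the Mann-Whitney rank sum, p = 1e-05, the smallest that 100000 permutations can give). Protein-coding genes in the rows of Table S3 at hand had a median of 6.70 RPKM (1346 genes). In those rows, which were not chosen by co-expression, the medians of unannotated and annotated lncRNAs were 0.355 and 0.341 RPKM (84 and 241 lncRNAs), and these were not tested against each other. The test runs across genes, which are not independent replicates.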

Notably, expression of novel lncRNAs as a group was significantly lower than observed for annotated protein-coding genes (*P* <2.2 × 10^−16^) and previously described lncRNAs (*P* = 9.4 × 10^−4^ by Mann–Whitney U test). 

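Between normal skin samples, unannotated lncRNAs varied more than annotated lncRNAs, and the difference was smaller between lncRNAs of similar read counts. Over the 8 NN samples, the coefficient of variation (CV, SD over mean of RPKM) had a median of 0.625 in 198 unannotated and 0.351 in 743 annotated lncRNAs of Table S7 that had reads in NN, a ratio of 1.78 (permutation test across genes, two-sided, p = 1e-05, the smallest that it can give). The median of 1344 protein-coding genes in the rows of Table S3 at hand was 0.272. The median lncRNA of Table S7 had 14.2 reads per NN sample when unannotated and 86.9 when annotated. When each unannotated lncRNA was matched to an annotated lncRNA with a similar mean read count, the medians were 0.625 and 0.560 (198 pairs, ratio 1.12, permutation test p = 0.00522). With at least 10 reads per NN sample on average, the ratio was 1.55 (124 and 655 lncRNAs).

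**Figure D1:**
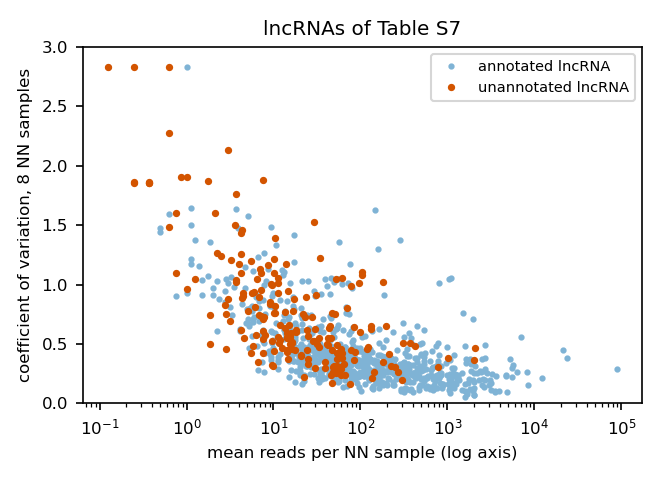
Each point is a lncRNA of Table S7, with its mean reads per NN sample on a log axis and the coefficient of variation over the 8 NN samples on the vertical axis. Unannotated lncRNAs lie further to the left, where the variation of both classes is larger.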

Using only normal skin samples, the novel lncRNAs also exhibited significantly larger coefficients of variation than both the annotated protein-coding genes (*P* <2.2 × 10^−16^) and lncRNAs (*P* <2.2 × 10^−16^).

**Figure 3:**
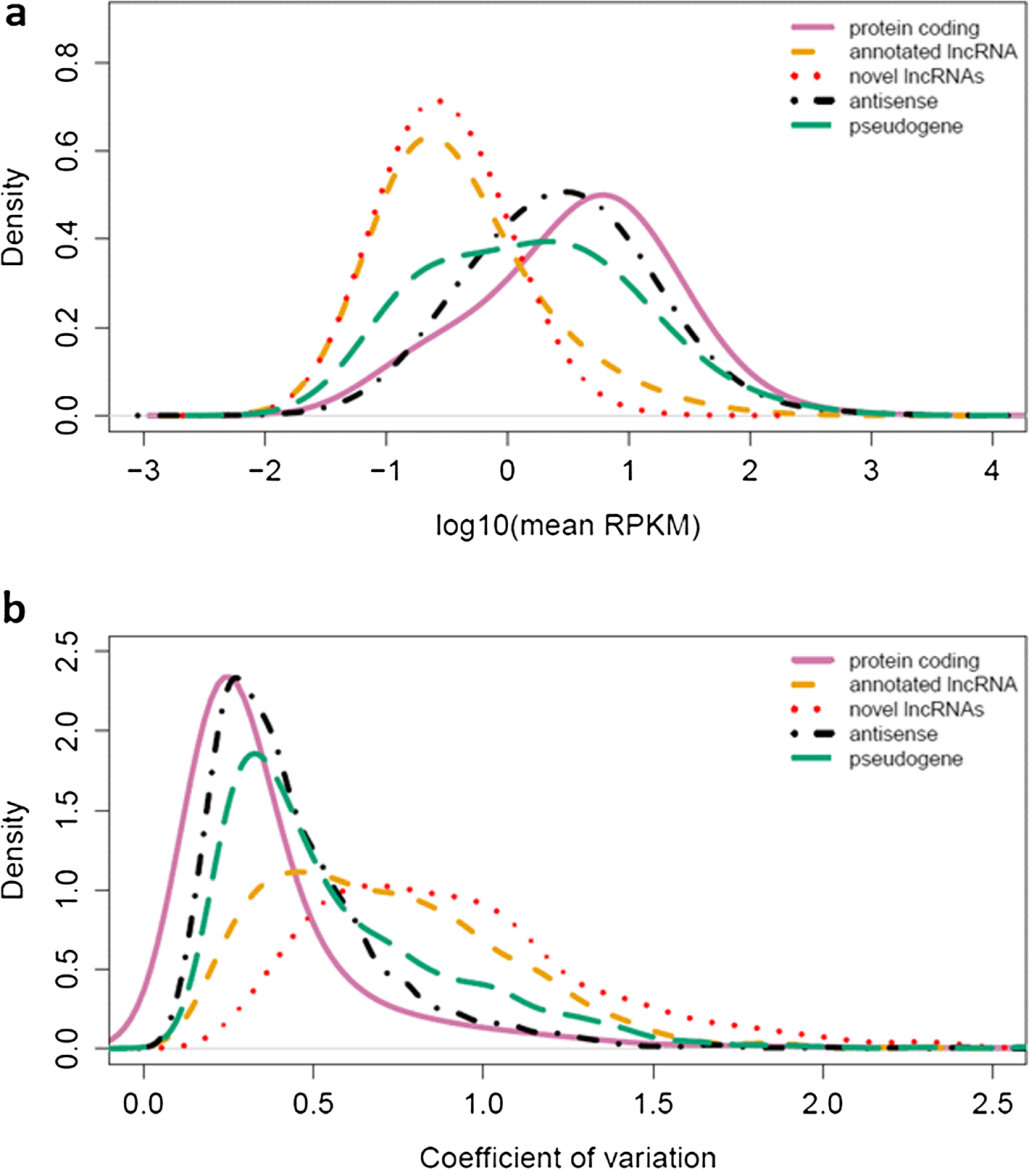
**Expression behaviors for different gene categories.** The mean gene expression in RPKM is shown in **(a)** and coefficient of variation in the normal skin samples for different transcript categories is shown in **(b)**.

Because our results identified differences in expression patterns between novel lncRNAs and other gene categories, we next examined their respective expression profiles in PP, PN, and NN skin. Using the normalization procedure and negative binomial test implemented in DESeq [30], we performed three differential expression analyses (that is, NN vs. PP; NN vs. PN; and PN vs. PP). Using the criteria of false discovery rate (FDR) ≤0.1 and |log_2_ fold change (FC)| ≥1 to declare significance, we identified 4,102 differentially expressed genes (DEGs) when comparing NN versus PP skin, including 1,214 lncRNAs (709 annotated and 505 novel) (Table 2 and Additional file 5). 

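In the 7 PP and 8 NN samples, the genes named here for alarmins, cytokines, the early cornified envelope and proliferation were higher in lesional skin, and genes of sebaceous gland lipids were lower. S100A8, an alarmin made by stressed keratinocytes and neutrophils, was at 17.4 ± 11.2 CPM (SD, n = 8) in NN and 5369 ± 1891 CPM (SD, n = 7) in PP, a log2 fold change of 8.25 (standard error 0.51, edgeR adjusted p = 1.82e-09). IL36G, a keratinocyte cytokine, rose with a log2 fold change of 5.01 (standard error 0.37, edgeR adjusted p = 2.04e-08), and SPRR1B, a cornified envelope precursor, with one of 3.40 (standard error 0.35). The proliferation marker MKI67 was 6.03-fold higher. For each of these 4 genes, every PP sample lay above every NN sample. IL19 had no read in any NN sample and 8.79 ± 5.23 CPM (SD, n = 7) in PP, at least 403-fold higher against a floor of 3 reads over the NN group. IL17A also had no read in NN, and 5 of 7 PP samples had reads. BTC, a ligand of the EGF receptor, was lower in PP at 2.00 ± 1.77 CPM (SD, n = 7) against 44.8 ± 14.8 CPM (SD, n = 8) in NN, with a log2 fold change of -4.66 (standard error 0.42, edgeR adjusted p = 3.05e-07). Of 23 genes of the sebaceous gland, listed before the data were examined, 11 had a name and a test, 10 were lower in PP and none was higher (10 lower when adjusted over the list alone). Of 4 smooth muscle markers, 3 were lower too, of which ACTA2 (log2 fold change -1.02) lost its call in 11 of 28 alternatives. The sebaceous list was shifted as a set in camera with a preset correlation (adjusted p = 9.66e-06) and was not with the correlation estimated from the data (adjusted p = 0.475). AWAT2 and ELOVL3, enzymes of wax ester and long-chain fatty acid synthesis, had log2 fold changes of -6.22 and -5.21. FLG2, of the late cornified layer, fell by 1.59 on the log2 scale. In all, 4120 of 21400 genes tested were DEGs at the criteria of the paper, 1615 higher and 2505 lower in PP. With the stricter filter on low counts of filterByExpr they were 1415 and 1667. Many symbols came from the partner genes of Table S7, which the authors chose by co-expression with lncRNAs.

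**Figure D2:**
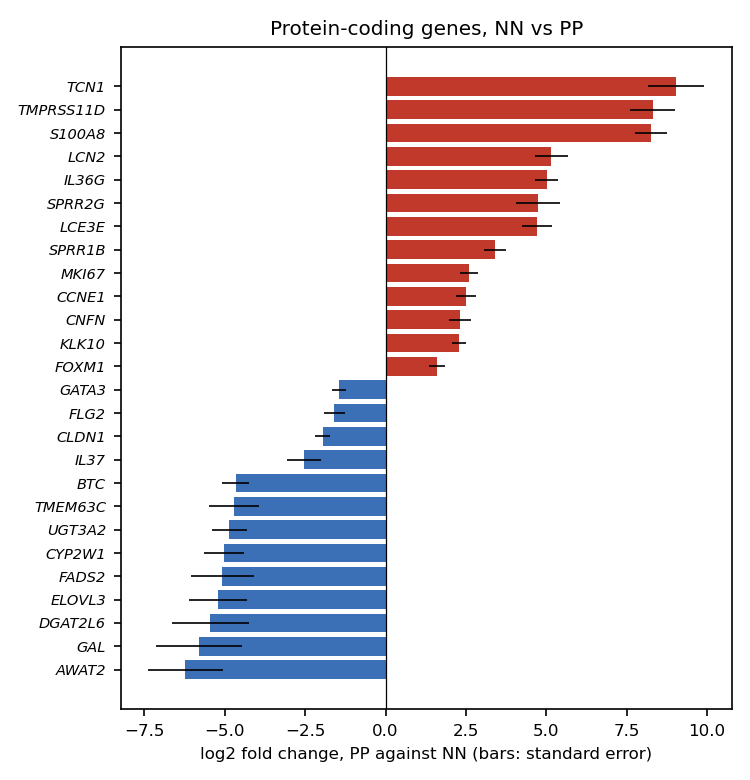
Bars give the log2 fold change of PP (n = 7) over NN (n = 8) of protein-coding DEGs chosen by the naming rule or in the lists of keratinocyte, cytokine, cell cycle and sebaceous genes, and error lines the standard error. Genes without a read in NN (IL19, IL17A and IL17F) are left out. S100A8 was at 8.25 and AWAT2 at -6.22.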

We observed similar proportions of DEGs for protein-coding genes and known lncRNAs (17% to 24%). 

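The proportions were recounted over the rows of Table S3 at hand, which cover only part of the genome. NN vs. PP gave DEGs for 241 of 1339 (18.0%, 95% Wilson interval 16.0 to 20.1) protein-coding genes, 49 of 231 (21.2%, 95% Wilson interval 16.4 to 26.9) annotated lncRNAs and 25 of 78 (32.1%, 95% Wilson interval 22.7 to 43.0) unannotated lncRNAs. Antisense genes and pseudogenes had 20.3% of 197 and 15.4% of 123. Most of the annotated lncRNAs that changed were lower in PP, 38 against 11 higher. PP samples also had reads for fewer genes at equal numbers of reads, a median of 17275 against 18460 in NN. TINCR, an annotated lncRNA of keratinocyte differentiation, was lower in PP, at 74.7 ± 18.1 CPM (SD, n = 7) against 182 ± 42.2 CPM (SD, n = 8) in NN, a log2 fold change of -1.31 (standard error 0.21, edgeR adjusted p = 2.22e-04). DANCR, which holds keratinocytes undifferentiated, was not a DEG (log2 fold change 0.33, standard error 0.24, edgeR adjusted p = 0.342).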

As expected, the results for protein-coding genes are consistent with our earlier study using a subset of these samples [22]. 

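Among lncRNAs whose class could be read for the whole table, the 959 of Table S7, unannotated lncRNAs were DEGs more often than annotated lncRNAs in the 7 PP and 8 NN samples. DEGs were 141 of 206 (68.4%, 95% Wilson interval 61.8 to 74.4) unannotated lncRNAs and 261 of 744 (35.1%, 95% Wilson interval 31.7 to 38.6) annotated lncRNAs, an odds ratio of 4.01 (Fisher's exact test across genes, two-sided, p = 1.48e-17). Both classes changed mostly downward in PP, with 90 unannotated lncRNAs lower and 51 higher, beside the lower number of genes with reads in PP. With filterByExpr, which leaves out scarce lncRNAs, they were 33 lower and 23 higher. G29073 and G31721, unannotated lncRNAs on chromosomes 3 and 4, were among the most strongly raised. G29073 had 2 reads over all NN samples and 518 over the PP samples, at 2.18 ± 1.35 CPM (SD, n = 7) in PP, a ratio of 293 with an exact 95% counting interval from 80.8 to 2429, and its co-expressed gene in Table S7 is S100A8. G31721 had 3 and 257 reads, a ratio of 97.0 (interval 32.8 to 474), and its co-expressed gene is IL19. G19270 on chromosome 18 from 33141573 to 33148099 was at 1.41 ± 0.876 CPM (SD, n = 8) in NN and had no read in any PP sample, at least 104-fold lower. G10488, G33836 and G33837 also had reads in every NN sample and none in PP, and were at least 49.1-, 67.1- and 54.1-fold lower. Among annotated lncRNAs, RP4-529N6.2 was 33.3-fold higher in PP, with exons that overlap another gene. The authors chose the lncRNAs of Table S7 by their co-expression with a coding gene over samples that include these, so DEGs are expected more often in that table than elsewhere. That choice may also act unequally on the classes, so the odds ratio cannot separate class from selection. In the rows of Table S3 at hand, not chosen this way, DEGs were 32.1% of unannotated and 21.2% of annotated lncRNAs. This difference was not tested. With counts thinned to the smallest sample the shares were 23.1% and 24.0%.

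**Figure D3:**
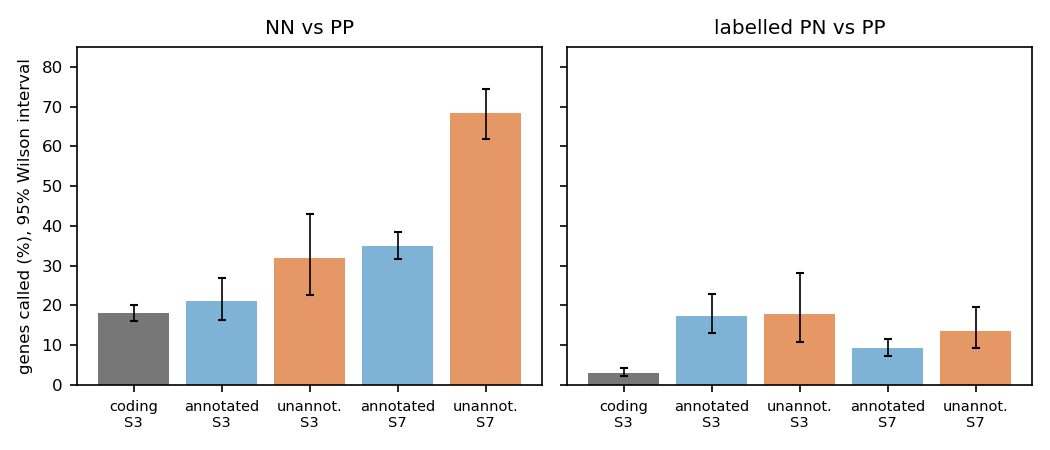
Bars give the percent of tested genes of each class that were DEGs, with 95% Wilson intervals, for the rows of Table S3 at hand and for Table S7. In NN vs. PP the unannotated lncRNAs of Table S7 reached 68.4%, and in the comparison of samples labelled PN with PP they reached 13.7%.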

Compared to known lncRNAs, the novel lncRNAs had a strikingly and significantly (Fisher’s Exact test: *P* = 7 × 10^−103^) higher proportion (47%) of differentially expressed transcripts in PP vs. NN skin (for example, 41% for intronic and 47% for intergenic). Moreover, two of the most significantly differentially-expressed lncRNAs were novel, one being downregulated (annotated here as ‘G25746’: *P* <1 × 10^−323^; FC = 0.02; see Additional file 4 for detailed annotations for the novel lncRNAs), and the other being an upregulated (annotated here as ‘G2608’: *P* = 4.7 × 10^−129^; FC = 81.20) (Additional file 3: Figure S10) transcript that mapped to the epidermal differentiation complex (EDC) on chromosome 1q21.3 [31]. 

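G25746 was nearly lost in lesional skin, and G2608 was nearly absent from normal skin. G25746 lies on chromosome 20 from 24071563 to 24092708 in hg19, with 2 exons. It was at 67.8 ± 31.5 CPM (SD, n = 8) in NN and 2.60 ± 3.78 CPM (SD, n = 7) in PP, a log2 fold change of -5.03 (standard error 0.98, edgeR adjusted p = 0.00167). All 7 PP samples lay below the lowest NN sample. CLDN1, the tight junction gene that Table S7 pairs with it, was lower in PP as well (log2 fold change -1.96, standard error 0.23, edgeR adjusted p = 7.39e-06), with exons that overlap another gene. G2608 lies in the EDC on chromosome 1 from 153436181 to 153446875, with 3 exons. It had 1 read over all 8 NN samples and 71 reads over the 7 PP samples. The ratio of the pooled shares of reads was 80.4, with an exact 95% counting interval from 14.0 to 3221. Its mean was 0.535 ± 0.305 CPM (SD, n = 7) in PP, every PP sample lay above every NN sample, and the test gave an adjusted p of 1.06e-04. The interval covers counting error only.

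**Figure D4:**
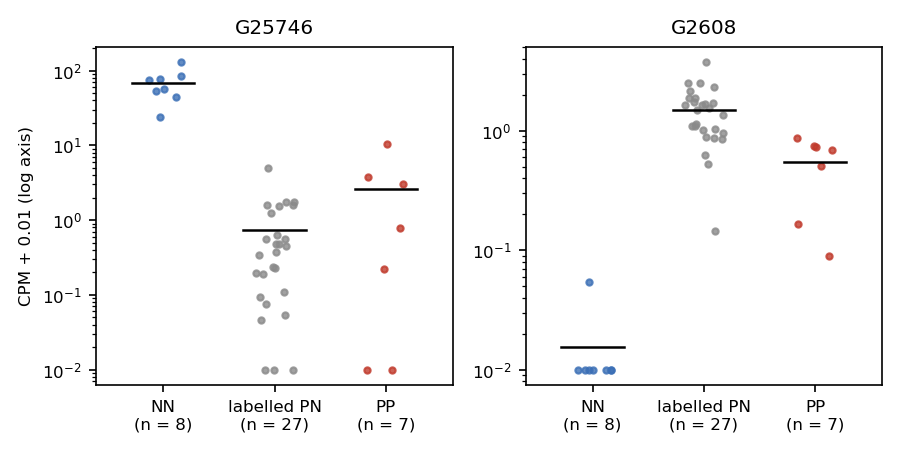
Each point is a sample, at its CPM plus 0.01 on a log axis, and lines are group means. The samples labelled PN had means of 0.720 CPM for G25746 and 1.48 CPM for G2608.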

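The samples labelled PN differed widely from the NN samples, where the paper gives 3 DEGs between NN and PN. For genes of Table S4 at hand for PN vs. PP, the log2 fold change here had a median ratio of 0.0596 to the paper's. The columns labelled PN lay near PP, so the values below cannot be taken as those of uninvolved skin. The tested alarmins, cytokines of the IL-17, TNF and IL-36 axis and T cell genes were higher, and genes of the sebaceous gland and IL37 were lower. S100A8 was at 8395 ± 2813 CPM (SD, n = 27) in the samples labelled PN, and each of the 27 lay above every NN sample. IL36G, LCN2 and SPRR2G (G2637) were likewise above every NN sample in all 27, with log2 fold changes of 5.14, 4.99 and 4.08. CLDN1, BTC and IL37 were below every NN sample in all 27. BTC fell to 1.18 ± 0.627 CPM (SD, n = 27) (log2 fold change -5.28, standard error 0.23, edgeR adjusted p = 3.73e-20). IL19 had 8807 reads in the samples labelled PN and none in NN, at least 1089-fold higher. G25746 was at 0.720 ± 1.04 CPM (SD, n = 27) and G2608 at 1.48 ± 0.752 CPM (SD, n = 27), each outside the range of NN in all 27. Of 5 T cell genes with a name, 5 were higher than in NN and none was lower (5 higher when adjusted over the list alone). Of 11 sebaceous gland genes with a name, 11 were lower and none was higher (11 lower when adjusted over the list alone). Among markers of other tissues and cells, some were lower as well, with 3 of 4 for smooth muscle, 1 of 3 for endothelium, 1 of 3 for adipocytes and the 1 tested for skeletal muscle. Others were higher, with 1 of 3 for monocytes, macrophages and dendritic cells, 1 of 2 for B and plasma cells and 1 of 2 for dermal fibroblasts, THY1. The call of THY1 was lost in 5 of 20 alternatives, with a lowest log2 fold change of 0.85. Among them were those without NN replicate 4, 7 or 8 (0.97, 0.93 and 0.97). Calls were also lost in 3 of 20 alternatives each for MYLK (smooth muscle), LYVE1 (endothelium) and GPD1 (adipocytes). MS4A7, of the monocyte list, lost its call in 1 of 20. The T cell and sebaceous lists were written before the data were examined. As sets they passed camera with the preset correlation (adjusted p = 0.00301 and 2.00e-04), and with an estimated correlation both had an adjusted p of 0.356. The 6 smallest p-values belonged to S100A8, BTC and genes without a name in the tables at hand, of which G36119 and G2607 were higher and G9359 and G18984 lower in the samples labelled PN. By the criteria of the paper, 3963 of 21496 genes tested were DEGs, 1884 higher and 2079 lower in the samples labelled PN. DESeq2 gave 3926.

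**Figure D5:**
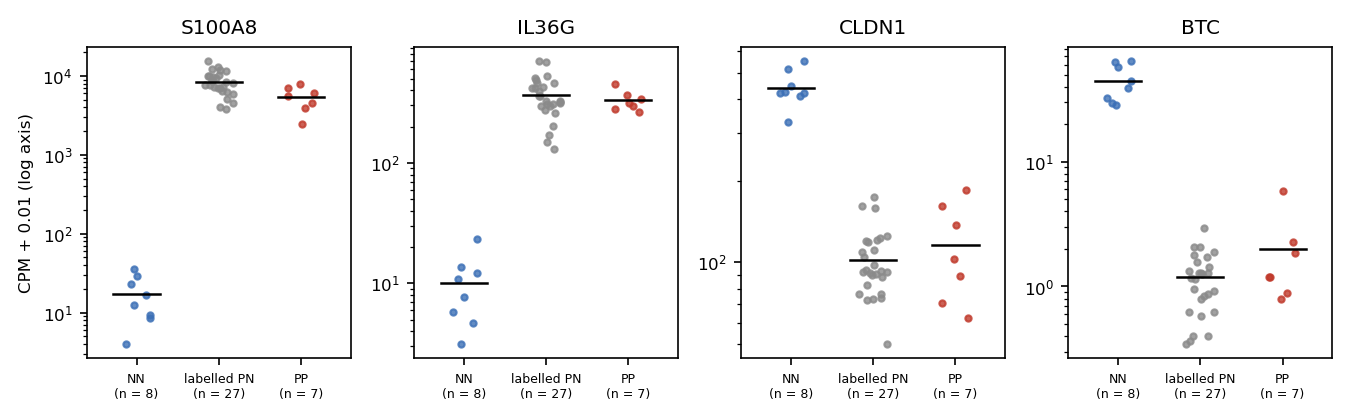
Each point is a sample, at its CPM plus 0.01 on a log axis, and lines are group means. All 27 samples labelled PN lie above every NN sample for S100A8 and IL36G and below every NN sample for CLDN1 and BTC.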

As expected, using the chosen significance criteria, we observed very few differences between NN and PN skin (three differentially expressed transcripts), supporting results from a previous study on protein-coding transcripts, which, using slightly more lenient criteria, found that fold changes in expression level between NN and PN transcripts were in the range of 1.3 to 1.9 [32]. As expected given the similarity of NN and PN transcriptomes, we observed similar proportions of differentially expressed transcripts (that is, approximately 40% for novel lncRNAs) in the PP vs. PN comparisons as in the PP vs. NN comparisons (Table 2). 

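Between the samples labelled PN and the PP samples, S100A8, IL36G, SPRR2G and CLDN1 were not DEGs. S100A8 had a log2 fold change below the limit of 1 in size (log2 fold change -0.61, standard error 0.22, edgeR adjusted p = 0.0725), and IL36G, SPRR2G and CLDN1 had log2 fold changes of -0.12, 0.71 and 0.20. FLG2 was higher in PP than in the samples labelled PN (log2 fold change 1.21, standard error 0.42, edgeR adjusted p = 0.0627). This call was lost in 4 of 20 alternatives, among them without PP replicate 1 or 3, and the lowest log2 fold change was 0.74. G2608 was lower in PP than in the samples labelled PN (log2 fold change -1.52, standard error 0.43, edgeR adjusted p = 0.0201). G25746 did not pass the test (log2 fold change 1.77, standard error 0.80, edgeR adjusted p = 0.157). DEGs were 1346 of 21201 genes tested, 329 higher and 1017 lower in PP, beside fewer genes with reads in PP. With no fold change limit 1742 were higher and 1467 lower. In the rows of Table S3 at hand they were 42 of 1339 (3.14%, 95% Wilson interval 2.33 to 4.21) protein-coding genes, 40 of 230 (17.4%, 95% Wilson interval 13.0 to 22.8) annotated lncRNAs and 13 of 73 (17.8%, 95% Wilson interval 10.7 to 28.1) unannotated lncRNAs. LINC00959, an annotated lncRNA, was lower in PP at 0.621 ± 0.455 CPM (SD, n = 7) against 2.00 ± 0.460 CPM (SD, n = 27) in the samples labelled PN (log2 fold change -1.50, standard error 0.29, edgeR adjusted p = 0.00126). The eccrine gland had 4 of 9 named marker genes lower in PP and none higher (5 lower when adjusted over the list alone), among them SCGB2A1 (log2 fold change -2.66, standard error 0.74, edgeR adjusted p = 0.0182). Of these 4 calls, FXYD2 was lost in 9 of 20 alternatives, SCGB1D2 in 7, DCD in 3 and SCGB2A1 in 1. The eccrine set passed camera with the preset correlation (adjusted p = 0.00873) and not with the estimated one (adjusted p = 0.359). The T cell list likewise went down (camera adjusted p = 0.00279 preset, 0.359 estimated). It had 1 of 5 genes lower, CD3E (log2 fold change -1.60, standard error 0.35, edgeR adjusted p = 0.00320). CD5 and CD6 of the T cell list had no reads in PP replicate 3, the smallest sample. Each other PP sample had at least 6.42 CPM of CD5 and 5.29 CPM of CD6. PP samples had both the fewest and the most reads, and without the PP samples of under 10000000 reads, the number of DEGs was 879, and without those of over 40000000 it was 2517, both choices made after the data were seen.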

Since novel lncRNAs tend to have lower expression levels (Figure 1), we examined if transcripts with low expression tended to be more differentially expressed according to the negative binomial test, and we did not find any significant associations within the novel lncRNA nor the annotated transcript categories (Additional file 3: Figure S11). 

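In NN vs. PP, lncRNAs with a lower median level over the compared samples had somewhat smaller p-values. The level and the p-value come from the same samples. A gene nearly without reads in NN or in PP has a low median for that reason, so part of this correlation may be built in. Spearman's rho of -log10 p against the median RPKM over the 15 NN and PP samples was -0.26 for 206 unannotated lncRNAs of Table S7 (permutation test across genes, p = 1.30e-04) and -0.11 for 744 annotated lncRNAs (p = 0.00356). It was 0.04 for 1339 protein-coding genes in the rows of Table S3 at hand (p = 0.101). With p-values from DESeq2, whose predecessor the paper used, rho was -0.08 for the unannotated lncRNAs and did not pass the test (p = 0.231), and it was -0.09 for the annotated lncRNAs (p = 0.0199).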

We then performed qRT-PCR experiments on 18 independent skin samples (6 PP; 6 PN; and 6 NN) to assess the differential expression for lncRNAs G2608, G25746, and G36220 (a differentially expressed lncRNA (ENSG00000237499) in psoriatic skin and located within a psoriasis susceptibility locus *TNFAIP3*). All showed significant results (*P* <0.05) and were in excellent agreement with the RNA-seq findings (Additional file 3: Figure S12).

**Table 2:** **Numbers and proportions (in percentage) of differentially expressed genes for different gene categories under three different comparisons: normal vs. lesional psoriatic skin (NN vs. PP), uninvolved vs. lesional psoriatic skin (PN vs. PP), and normal vs. uninvolved skin (NN vs. PN)**

					**Novel**				
**No. DEGs (%)**	**Protein coding (n = 14,011)**	**Antisense (n = 2,294)**	**Pseudogene (n = 1,476)**	**Annotated lncRNA (n = 2,942)**	**Total (n = 1,080)**	**Intronic (n = 196)**	**Intergenic (n = 840)**	**Interleaving (n = 15)**	**Encompassing (n = 29)**
NN vs. PP	2,342	408	138	709	505	81	396	9	19
	(17%)	(18%)	(9%)	(24%)	(47%)	(41%)	(47%)	(60%)	(66%)
PN vs. PP	2,146	369	161	613	436	76	337	8	15
	(15%)	(16%)	(11%)	(21%)	(40%)	(39%)	(40%)	(53%)	(52%)
NN vs. PN	3	0	0	0	0	0	0	0	0
	(0.03%)	(0%)	(0%)	(0%)	(0%)	(0%)	(0%)	(0%)	(0%)

To further explore the enrichment of novel lncRNAs, we evaluated the proportions of expressed transcripts and the tissue-specificity index (*T*) for our identified genes in 17 different tissues using two publicly available RNA-seq datasets: the Body Map 2.0 project (which includes data for 16 different tissues) [33] and a study of three PN/PP biopsy pairs [23]. While the proportions of expressed protein-coding genes are similar across different tissues, the proportions of expressed lncRNAs we identify are higher in skin (PP/PN) than other tissues [3] (Figure 4). This contrast is notably more pronounced for the novel lncRNAs, in that a much lower proportions are annotated as expressed in tissues other than skin (Figure 4a). We next computed the skin specificity index (*T*_*s*_, see Materials and methods) using gene expression levels across the 17 different tissues. The results (Figure 4b) further support our hypothesis that the novel lncRNAs tend to have higher expression levels in skin than in other tissues. In fact, the skin specificity index for novel lncRNAs is significantly (*P* <2.2 × 10^−16^ by Mann–Whitney U test) higher than those for annotated lncRNA and protein-coding transcripts.

**Figure 4:**
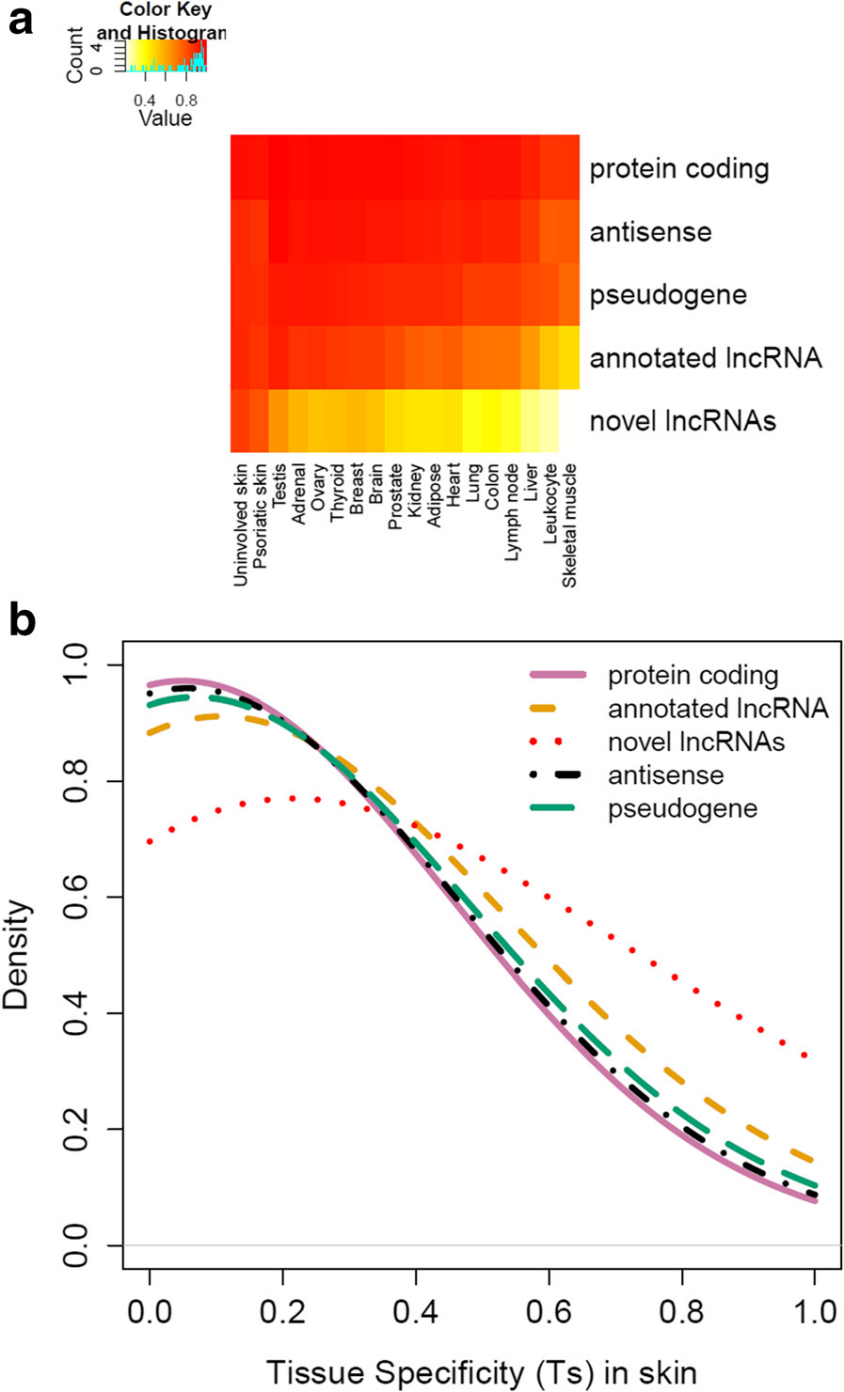
**Tissue specificity analysis for different gene categories. (a)** Heatmap showing the proportion of genes from each category expressed in different tissue types. **(b)** Tissue specificity (*T*_*s*_) for different gene categories in skin when comparing with 16 other tissue types.

To address whether the tissue-specific expression pattern of the novel lncRNAs correlates with distinct epigenetic marker profiles in skin, we identified and measured the distances between the genomic location of each transcript and the nearest predicted enhancer or promoter element in nine different ENCODE cell lines [34,35]. We then computed the relative distance (*D*_*ecto*_*/D*_*average*_) to the nearest element, comparing the distance to closest enhancer (or promoter) in the ectodermally-derived cell type (*D*_*ecto*_), to the distance to the closest enhancer (or promoter) element in the other eight cell types (*D*_*average*_, see Materials and methods). We used relative distance instead of absolute distance to avoid bias due to systematic differences in the proximity to transcriptional regulatory elements between different transcript categories. Moreover, because different cell lines tend to have different numbers of predicted enhancer/promoter elements, the ratio of D_ecto_/_Daverage_ would not necessarily be 1. Specifically, there are higher numbers of predicted enhancers in ectodermally derived cell types (86,259 for NHEK and 72,108 for HMEC) when compared to other cell types (59,492 on average). Figure 5 illustrates that genes tend to be closer to enhancer elements in the ectodermally-derived NHEK (normal human epidermal keratinocytes) and HMEC (human mammary epithelial cells) lines than in other cell types in general (that is, relative distance <1). However, compared to annotated transcripts (that is, protein-coding genes and annotated lncRNAs), the relative distances to enhancers in ectodermally-derived cell types are significantly shorter for novel lncRNAs (*P* = 8 × 10^−4^ in HMEC and *P* = 1.6 × 10^−9^ in NHEK).

**Figure 5:**
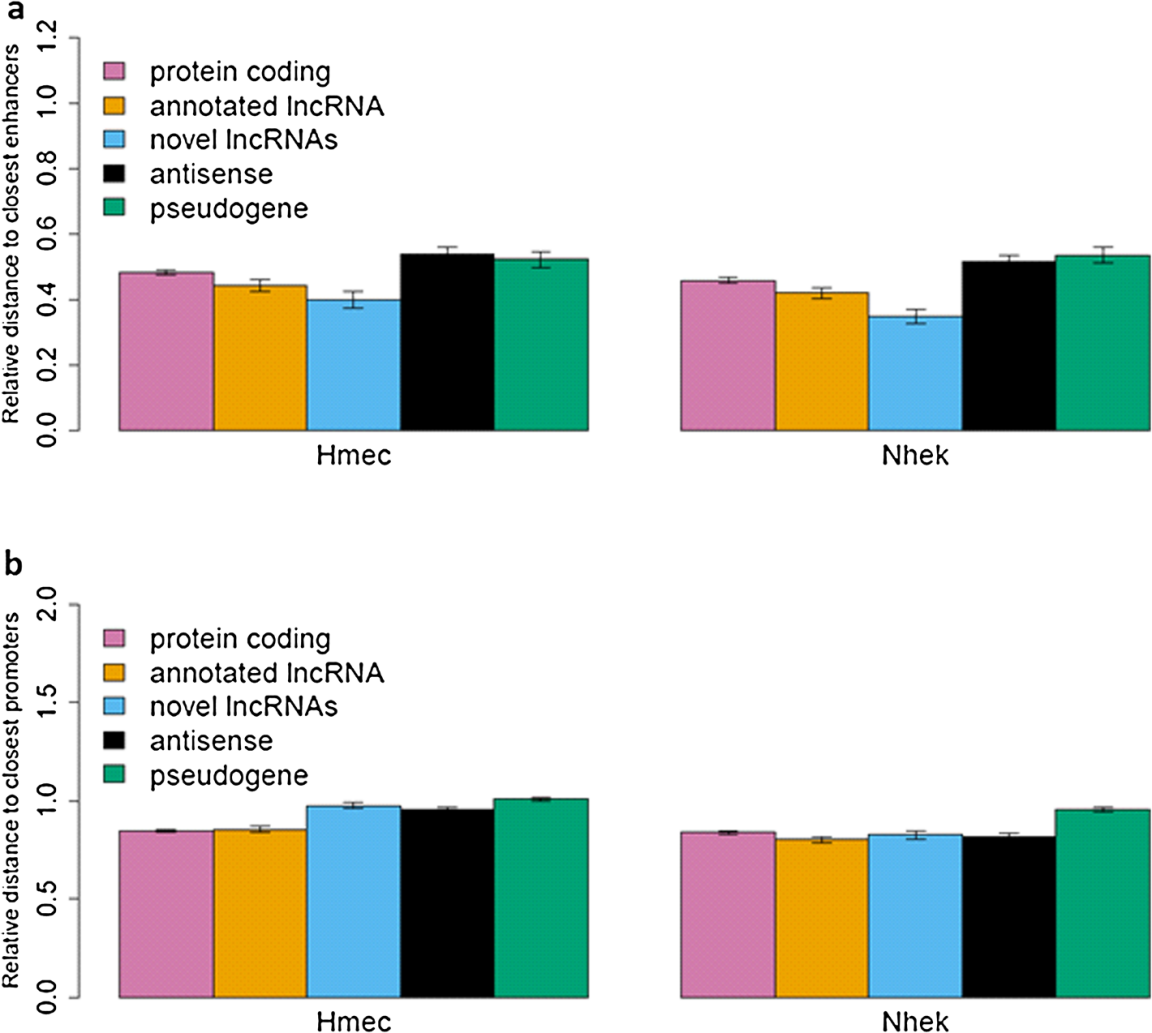
**Relative distance to enhancers (a) and promoters (b) for different transcript classes.** The means and error bars depict the relative distance (*D*_*ecto*_ */D*_*average*_) to the enhancer **(a)** and promoter **(b)** elements for genes in each category in these two ectodermally derived cell types (HMEC and NHEK). *D*_*ecto*_ is the closest distance to the enhancer (or promoter) in NHEK (or HMEC), and *D*_*average*_ is the average closest distance to the enhancer (or promoter) to the other cell types.

Previous studies have noted that lncRNAs can be classified as enhancer-associated (elncRNAs) or promoter-associated (plncRNAs) [36-38]. In an effort to understand the potential impact or effect of these elncRNAs/plncRNAs on neighboring genes, we first determined the candidate elncRNAs or plncRNAs using predicted enhancers/promoters in NHEK as a reference. The elncRNAs were identified as having close proximity (<5 kb) with enhancers but not with promoters. Conversely, the plncRNAs were identified as being in close proximity (<5 kb) to promoters but not to enhancers. This analysis identified 764 elncRNAs (483 annotated and 281 novel) and 369 plncRNAs (342 annotated and 27 novel), resulting in a substantially higher proportion of novel lncRNAs among the elncRNAs than among the plncRNAs (full list in Additional file 6). Additionally, the skin specificity index/FC value (in the PP vs. NN comparison) obtained from the elncRNAs is significantly correlated (by Spearman’s correlation test) with that obtained from the protein-coding genes neighboring the elncRNAs (G^elncRNAs^); similar results were obtained for the plncRNAs and the protein-coding genes neighboring the plncRNAs (G^plncRNAs^). Specifically, significance of the correlation in skin specificity index between elncRNAs and G^elncRNAs^ was *P =* 1.5 × 10^−3^ (ρ = 0.4), and between plncRNAs and G^plncRNAs^ was *P =* 5.3 × 10^−5^; ρ = 0.3); and the significance of correlation in FC in the PP/NN comparisons was *P =* 1.5 × 10^−6^ (ρ = 0.6) for elncRNAs vs. G^elncRNAs^ and *P =* 3 × 10^−8^ (ρ = 0.4) for plncRNAs vs. G^plncRNAs^. In contrast, we did not identify any difference when comparing the G^elncRNAs^ to G^plncRNAs^ (*P* >0.05). Furthermore, we observed a significant (*P* = 2.9 × 10^−4^) negative correlation between the skin specificity index (*T*_*s*_) of the annotated gene with its distance to the closest novel lncRNA (distance restricted to ≤1 Mb). 

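The lncRNAs of Additional file 6 were looked up in NN vs. PP. Of 721 elncRNAs tested, 181 were DEGs (25.1%), 63 higher and 118 lower in PP. Of 357 plncRNAs tested, 67 were DEGs (18.8%), 13 higher and 54 lower. The odds ratio was 1.45 (Fisher's exact test across genes, two-sided, p = 0.0211). With DESeq2 it was 1.16 and did not pass the test (p = 0.359). For the samples labelled PN against PP the difference went the other way, with DEGs among 11.1% of elncRNAs and 15.7% of plncRNAs (odds ratio 0.675, p = 0.0393). This did not pass with DESeq2 (0.747) or without PP replicate 1, 3, 4, 5, 6 or 7 (0.728 to 0.944). Nor did it pass with counts thinned to the smallest sample (0.877) or without the samples under 10000000 reads (0.903). The same held with no low-count filter (0.758), filterByExpr (0.673), all 42 samples in one fit (0.711) and a fibroblast covariate (0.760). Without the samples over 40000000 reads the direction turned, at 23.8% of elncRNAs and 22.8% of plncRNAs (odds ratio 1.05, Fisher's exact test p = 0.756). In the other alternatives the odds ratio stayed below 1. It passed at an adjusted p of at most 0.05 (0.544) and with no fold change limit (0.565).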

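The fold changes of elncRNAs and plncRNAs were weakly correlated with those of their neighbours, with a wide scatter. As the assembly gives no gene class, the neighbour was taken as the nearest gene within 1 Mb that had at least 5 exons and was not a known lncRNA. In the rows of Table S3 at hand, 1051 of 1086 genes with at least 5 exons (96.8%) were protein-coding. Spearman's rho between the log2 fold changes of PP over NN was 0.22 over 720 elncRNAs (permutation test across genes, two-sided, p = 1e-05, the smallest that it can give). It was 0.20 over 356 plncRNAs (p = 1.30e-04). Both genes changed in the same direction in 56.5% and 54.8% of pairs. Gene bodies overlapped in 164 pairs with an elncRNA and 110 with a plncRNA, which can share reads, and without them rho was 0.21 and 0.14 (p = 0.0241 for plncRNAs), a choice made after the data were seen. Of those plncRNA pairs, 50.8% changed in the same direction. Over DEGs alone, rho was 0.29 for 180 elncRNAs (p = 1.00e-04, 63.9% in the same direction). It was 0.16 for 67 plncRNAs (64.2% in the same direction), which did not pass on these fewer pairs (p = 0.203).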

Taken together, our results show that while both elncRNA and plncRNAs exhibit tissue specificity and differential expression profiles that are similar to their corresponding neighboring protein-coding genes, novel lncRNAs are more likely to be enhancer-associated than promoter-associated. These results further highlight the potential biological and functional roles of the novel lncRNAs, which constitute more than 37% of the elncRNAs we identified.

### Functional characterization of the identified lncRNAs

To better understand the functional ramifications of the expressed lncRNAs in our dataset, we deployed an analytical pipeline assessing the relationship of the identified lncRNAs to: (i) known psoriasis susceptibility loci; (ii) co-expressed annotated mRNAs; and (iii) lncRNAs expressed by cytokine-stimulated keratinocytes. We first asked whether the expressed lncRNAs are enriched in regions of biological interest in the cutaneous context. Notably, two of the regions of highest lncRNA densities (Figure 2) were the Epidermal Differentiation Complex (EDC, chromosome 1q21.3, 150–155 Mb) [39,40] and the Major Histocompatibility Complex (MHC, chromosome 6p21.3, 26–34 Mb) [41], both of which contain psoriasis-associated genes [42]. In the EDC, we identified 16 annotated and 12 novel lncRNAs, yielding a significant enrichment for novel lncRNAs mapping to the EDC when using annotated lncRNAs as background (*P* = 3 × 10^−2^, hypergeometric test). In contrast, for the MHC region, the enrichment of novel lncRNAs is not significant (20 annotated vs. 6 novel lncRNAs, *P* = 0.92) (see Discussion).

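In the deposited assembly, 164 genes overlapped the EDC (chromosome 1, 150 to 155 Mb in hg19), and 13 of them were lncRNAs in the tables at hand. Of 163 EDC genes tested in NN vs. PP, 49 were DEGs (30.1%), 21 higher and 28 lower in PP. Among the lncRNAs, 4 of 12 were DEGs, and G2608 had the largest change. G2584, an unannotated lncRNA on chromosome 1 from 152832482 to 152833723 that Table S7 pairs with LCE3E, was at 2.39 ± 1.07 CPM in NN (SD, n = 8) and 9.79 ± 2.96 CPM in PP (SD, n = 7), with a log2 fold change of 2.01 (standard error 0.35, edgeR adjusted p = 3.85e-04). LCE3E itself had 4.72. LINC00302 was not a DEG, at 62.2 CPM in NN and 50.7 CPM in PP. In the MHC (chromosome 6, 26 to 34 Mb), 31 of 215 genes tested were DEGs (14.4%), and all 4 lncRNAs that changed were lower in PP. Table S7, the only complete list of both classes at hand, placed 3 unannotated and 3 annotated lncRNAs in the EDC, and none and 6 in the MHC. With 209 unannotated among its 959 lncRNAs, the hypergeometric test gave p = 0.121 for the EDC (one-sided), too few lncRNAs for the enrichment of the full list to be tested. G2584 and LINC00302 were chosen after their values were seen.

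**Figure D6:**
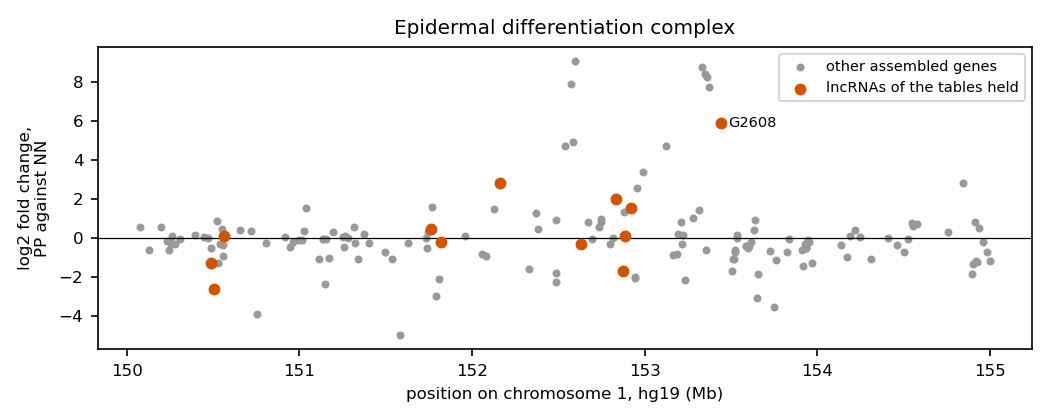
Each point is an assembled gene at its midpoint on chromosome 1 in hg19, with its log2 fold change of PP (n = 7) over NN (n = 8). G2584 lies at 2.01, and G2608, with 1 read in NN, is the highest lncRNA.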

We next estimated the density of lncRNAs within known psoriasis susceptibility regions [42], and provided a comprehensive catalog of expressed lncRNAs in the psoriasis loci in Additional file 7 (Table S6). 

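All 103 lncRNAs of Table S6 overlapped the interval given for them when their coordinates were taken from the deposited assembly, and 98 could be tested in NN vs. PP. Of these, 21 (21.4%) were DEGs in the 15 new samples, 6 higher and 15 lower in PP. G36220 (RP11-356I2.4) near TNFAIP3, on chromosome 6 from 138144320 to 138150614, was at 16.1 ± 6.23 CPM (SD, n = 8) in NN and 7.86 ± 6.06 CPM (SD, n = 7) in PP, a log2 fold change of -1.09 (standard error 0.40, edgeR adjusted p = 0.0557). The call was lost without NN replicate 4 or 8 or PP replicate 5 or 6. G36220 lay below every NN sample in 4 of 7 PP samples. Neighbouring lncRNAs on chromosome 11, G8329 and G8335, overlap each other and were both lower in PP, with log2 fold changes of -2.68 and -2.80. Among annotated lncRNAs, RP11-428F8.2 was higher in PP (1.27, adjusted p = 0.0110), and TRIM31-AS1 was lower (-1.56, adjusted p = 0.0440). The last 4 were chosen after their values were seen.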

We identified 103 expressed lncRNAs (31 of them novel), and 26 of them were differentially expressed in PP vs. NN skin. Moreover, we found that the psoriasis locus 9q31.2, which has no expressed protein-coding gene, contains two expressed lncRNAs (see Discussion).

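The interval of 9q31.2 in Table S6, chromosome 9 from 110317020 to 111317020, overlapped 3 genes of the deposited assembly, of which G41367 and G41369 are the lncRNAs. Both were scarce. G41367, with 5 exons from 110775787 to 110800385, was at 0.316 ± 0.172 CPM (SD, n = 8) in NN and 0.0785 ± 0.131 CPM (SD, n = 7) in PP, with a log2 fold change of -1.82 (standard error 0.74, edgeR adjusted p = 0.0835), from 76 and 14 reads in total. With so few reads this call was not stable, and leaving out any one of most of the 15 samples ended it. G41369, from 110765211 to 110769571, had 24 reads over the NN and 4 over the PP samples, and a difference was not detectable at this depth (adjusted p = 0.390).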

Typically lncRNAs are not functionally well-characterized, as only 59 of the 2,942 annotated lncRNAs identified in our sample had at least one functional annotation in the Gene Ontology or KEGG gene annotation databases [43,44], as opposed to 12,770 out of the 14,011 identified mRNAs. Because genes with similar co-expression patterns tend to exhibit functional coherency ([45] and Additional file 3: Figure S13), we utilized the co-expression patterns of mRNAs and lncRNAs to infer biological functions for the latter. For each lncRNA, we recorded the functional annotations corresponding to the most correlated gene(s), and we used a supervised approach to estimate the minimum correlation criteria (see Materials and methods; Additional file 3: Figures S13-15). 

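In the 15 new NN and PP samples, 402 of 950 lncRNAs of Table S7 that could be tested were DEGs (42.3%, 95% Wilson interval 39.2 to 45.5), 130 higher and 272 lower in PP. For the partner genes that Table S7 gives most often, the lncRNAs changed as follows. IL19 is the partner of 16 lncRNAs, and 12 of them were higher and 4 lower in PP. IL17A is the partner of 10, and 9 of them were higher. All 7 lncRNAs paired with ELOVL3 were lower, as ELOVL3 was. FLG2 is the partner of 8, with 4 lower, 4 not DEGs and none higher. WNT2B and CLDN1, both lower in PP, are partners of 7 each, with 3 lower and 4 not DEGs for WNT2B, and 5 lower, 1 higher and 1 not a DEG for CLDN1. Pairs with a Y-linked gene or XIST were left out.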

Using squared Spearman’s rank correlation coefficient ≥0.5 as our criterion, we inferred biological functions for 959 lncRNAs (24% of all identified lncRNAs), including 490 differentially expressed lncRNAs (40% of all differentially expressed lncRNAs). 

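Of the 952 pairs of Table S7 kept, 272 (28.6%) are marked as cis. The authors chose these pairs by a squared correlation of at least 0.5 over NN and PP samples that include the new ones, so high shares follow in part from that choice, and cis and trans pairs were not tested against each other. Over the 15 NN and PP samples, the squared Spearman correlation was at least 0.5 in 219 of 272 cis pairs (80.5%) and 385 of 680 trans pairs (56.6%). It was in 10.3% of 1000 random pairings of the same lncRNAs and genes. NN and PP are separate groups, so part of this comes from the difference between them. Within the 27 samples labelled PN alone, the shares were 84.6% for cis, 26.0% for trans and 1.10% for random pairs. Within NN alone they were 69.9%, 31.3% and 8.20%, and within PP alone 72.8%, 26.9% and 12.9%. HEPHL1 and the unannotated lncRNA G7779, a cis pair on chromosome 11, rose together, with log2 fold changes of PP over NN of 7.38 and 6.57. As HEPHL1 was named because Table S7 pairs it with G7779, this follows in part from the selection.

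**Figure D7:**
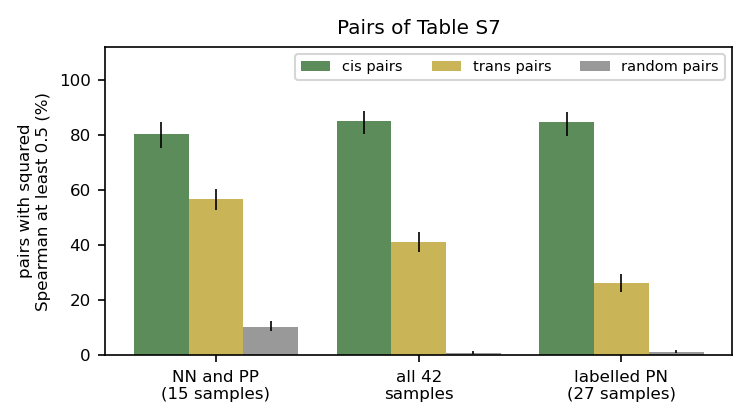
Bars give the percent of pairs with a squared Spearman correlation of at least 0.5, with 95% Wilson intervals, over the NN and PP samples, all 42 samples and the samples labelled PN. Cis pairs reached 80.5%, 84.9% and 84.6%.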

Over 28% of the co-expressed pairs we identified are cis-pairs (within 1 Mb), suggesting many of these pairs may share similar regulatory mechanisms (Additional file 8: Table S7). We then identified the inferred functions that were enriched among the lncRNAs differentially expressed between normal and psoriatic skin (most significant results shown in Table 3; full results shown in Additional file 9: Table S8). These included functions related to cell-cell signaling, inflammation, and lipid metabolism, including ‘extracellular region’, ‘cytokine activity’, and ‘lipid metabolic process’. We also observed similar results for the novel lncRNAs (Table 3).

**Table 3:** **Enriched (FDR ≤ 0.1) inferred functions among all the differentially expressed lncRNAs (DE lncRNAs) and differentially expressed novel lncRNAs (DE novel lncRNAs) in psoriatic skin**

**Enrichment**		**No. of genes with the function**	**No. of DEGs with the function**	***P*** **value**	**FC**	**FDR**
**DE lncRNAs (total)**	**Cytokine activity**	42	41	5.28E-12	1.91	3.72E-08
	**Extracellular space**	69	60	4.96E-11	1.70	3.50E-07
	**Extracellular region part**	87	72	7.77E-11	1.62	5.48E-07
	**Cellular lipid metabolic process**	68	56	1.78E-08	1.61	1.25E-04
	**Fatty acid metabolic process**	42	37	1.50E-07	1.72	1.05E-03
	**Lipid metabolic process**	87	66	4.21E-07	1.48	2.96E-03
	**Monocarboxylic acid metabolic process**	46	39	6.41E-07	1.66	4.51E-03
	**Lipid biosynthetic process**	45	38	1.11E-06	1.65	7.80E-03
	**Regulation of inflammatory response**	23	22	1.90E-06	1.87	1.34E-02
	**Cytokine receptor interaction**	34	30	2.18E-06	1.73	1.54E-02
**DE novel lncRNAs**	**Extracellular space**	69	30	3.99E-07	2.33	1.32E-03
	**Extracellular region part**	87	34	1.42E-06	2.09	4.72E-03
	**Cytokine activity**	42	20	6.80E-06	2.55	2.26E-02
	**Cellular lipid metabolic process**	68	27	1.34E-05	2.13	4.46E-02
	**Lipid metabolic process**	87	32	1.42E-05	1.97	4.72E-02
	**Biosynthesis of unsaturated fatty acid**	6	6	1.97E-05	5.36	6.54E-02
	**Exidoreductase activity**	48	21	2.14E-05	2.34	7.09E-02

FC refers to the observed to expected ratios for the enrichment. For illustration purposes, only inferred functions annotated with at most 100 genes are shown.

Interleukin-17 (IL-17) and tumor necrosis factor (TNF) are key proinflammatory cytokines in psoriasis [21], and we have recently shown that the RNA-seq based psoriatic skin transcriptome manifests a significant IL-17 stimulation signature [22]. To explore the effects of these key cytokines on lncRNA expression profiles, we utilized an RNA-seq dataset generated to characterize the transcriptome of keratinocytes stimulated for 24 h with IL-17 and TNF. We evaluated whether the cytokine-enhanced or cytokine-repressed lncRNAs would be enriched among lncRNAs that are up- or downregulated in the psoriatic skin (cytokine-enhanced and cytokine-repressed lncRNAs are shown in Additional file 10: Table S9). 

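LncRNAs that IL17+TNF raises in keratinocytes were over-represented among the lncRNAs higher in lesional skin. Over the 1078 lncRNAs of Table S5 that could be tested in NN vs. PP, 29 were enhanced by IL17+TNF in Table S9 and 76 were higher in PP. They shared 11 against 2.04 expected by chance, an observed-to-expected ratio of 5.38 (Fisher's exact test across genes, one-sided, p = 1.29e-06, 7.74e-06 after Benjamini-Hochberg correction over 6 tests). For IL17 alone, 3 of 4 enhanced lncRNAs were higher in PP (ratio 10.6, corrected p = 0.00385), and for TNF alone 3 of 18 (ratio 2.36, corrected p = 0.256). RP4-529N6.2, which IL17+TNF raised 23.6-fold in Table S9, went from 1.14 ± 0.497 CPM (SD, n = 8) in NN to 38.2 ± 20.2 CPM (SD, n = 7) in PP. CTB-33O18.1, raised 5.92-fold there, had a log2 fold change of 5.28 (standard error 0.68, edgeR adjusted p = 1.99e-05). Over all lncRNAs of Table S9, those of Table S5 included, 85 enhanced by IL17+TNF could be tested, and 31 were higher and 12 lower in PP. Among the lower were APCDD1L-AS1, XXbac-BPG252P9.10 and RP11-459E5.1 (log2 fold changes -4.10, -1.12 and -1.76), named after their values were seen. Table S9 gives G2608 and G7779 as enhanced, with no reads in its untreated keratinocytes.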

Consistent with the above findings showing enrichment of immune-related functions for the identified lncRNAs, the upregulated lncRNAs in psoriatic skin were significantly enriched for cytokine-stimulated lncRNAs induced by IL17 + TNF treatment of keratinocytes (*P* <3.3 × 10^−2^ after multiple testing correction, and observed-to-expected ratio >2; Additional file 11: Table S10). We did not identify any enrichment for downregulated lncRNAs among cytokine-repressed transcripts, whether annotated or novel.

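Of 38 lncRNAs of Table S5 that IL17+TNF represses in Table S9, 4 were among the 172 lower in PP than NN, against 6.06 expected (ratio 0.660, corrected p = 1). For TNF alone, 2 of 23 were lower in PP (ratio 0.545), and for IL17 alone none of 2. The 3 one-sided Fisher's exact tests, across genes, belong to the family of 6 with the tests on enhanced lncRNAs.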

## Discussion

Previous transcriptomic studies have emphasized the analysis of protein-coding transcripts, using mRNA expression levels to characterize the patterns and potential functional roles of their translated proteins [3]. The development of next generation sequencing technology has greatly accelerated the discovery and characterization of a new class of biologically-significant RNA transcripts - the lncRNAs [46,47]. As a class, lncRNAs tend to be under less stringent evolutionary constraint, to be expressed at lower levels, and are preferentially enriched in the nucleus [3]. Moreover, the structural rules governing lncRNA function are just now beginning to come to light [48].

Using a computational approach [13], we first enumerated known and novel lncRNAs in biopsies of normal (NN) skin from healthy controls, from lesional psoriatic (PP) skin, and in a subset of 27 affected individuals, from paired biopsies of uninvolved psoriatic (PN) skin. The ENCODE project identified 9,000 lncRNA gene in the human genome [1,3], and we could detect expression of approximately 40% of these in our skin samples. We further identified over 1,000 novel lncRNAs in our data, many of which were not well-expressed in other tissue types (Figure 4). Based on this finding, we would speculate that many more tissue-specific lncRNAs remain to be identified in other tissue/cell types.

A notable feature of the novel lncRNAs we identified is their tissue specificity. We assessed this parameter by comparison to lncRNAs we identified in data generated by the BodyMap 2.0 project [33] as well as in an independent skin RNA-seq sample [23] (Figure 4). In addition to protein-coding transcripts, antisense and pseudogene transcripts manifested substantial overlap between expression in skin and other tissues. While this overlap was somewhat less for known lncRNAs, these four transcript classes were clearly distinguished from the novel lncRNAs. Taken together with the observations that lncRNAs play crucial roles in both the development (ANCR) [6] and the terminal differentiation of skin (TINCR) [18], these results further suggest important, tissue-specific roles for the identified lncRNAs in skin development and differentiation. Indeed, seven lncRNAs (three of them novel) were shown to be highly correlated in their expression (that is, ρ ≥0.7) with genes in the differentiation-associated clusters identified in our previous study of protein-coding genes (annotated as N15 and P23 in [22]). To our knowledge, this is the first study to show that novel lncRNAs identified in a differentiated tissue behave substantially differently than do annotated lncRNAs in terms of tissue specificity in both the transcriptomic and epigenetic scales. More complete analysis of other tissues will be needed to determine whether this conclusion can be extended to tissue-specific versus more widely expressed lncRNAs.

In an effort to better understand the biological significance of the novel lncRNAs, we took a clue from a recent study comparing intergenic lncRNAs arising from enhancer-associated elements (elncRNAs) to those arising from promoter-associated elements (plncRNAs) in mouse erythroblasts [38]. Utilizing a panel of nine cell types in which promoters and enhancers have been well-mapped in ENCODE [34,35], we found that novel lncRNAs mapped significantly closer to enhancer sites in the two ectodermally-derived cell lines (namely human mammary epithelial cells (HMEC) and normal human epidermal keratinocytes (NHEK), relative to the other seven non-ectodermally-derived lines. In contrast, there was no significant difference in the relative distance to promoter elements in these comparisons. Both enhancer-associated and promoter-associated lncRNAs were highly correlated with the expression of nearby protein-coding genes. Based on these findings, we would speculate that the novel lncRNAs identified in this study may participate in the control of tissue-specific gene expression.

We explored the potential functions of the identified lncRNAs by correlating their co-expression patterns across combined NN and PP samples with those of known, biologically-annotated mRNA transcripts. This analysis identified enriched functions consistent with those identified in previous transcriptome analyses of psoriasis that were focused on protein-coding genes [22,49-55]. Furthermore, the novel lncRNAs that are differentially expressed yielded higher observed to expected ratios for the enrichment of inferred immunological functions, compared to all of the differentially expressed lncRNAs as a whole (Table 3). When taken together with the higher percentage of differentially-expressed novel lncRNAs compared to differentially expressed known lncRNAs (Table 2), these observations suggest that the novel lncRNAs we have identified may exert important biological functions in psoriatic skin.

Compared to known lncRNAs, significantly more of the novel lncRNAs were differentially expressed in psoriasis (Table 2). While intriguing, this result needs to be interpreted with caution for several reasons, including potential differences in RNA preparation and purity across studies, tissue-dependent expression, as well as differential overall expression of known vs. novel lncRNAs. However, we evaluated the latter possibility and found no significant difference in the distribution of absolute expression levels compared to extent of differential expression in PP versus NN skin for either annotated or novel lncRNAs. When we imposed a minimum median RPKM (among cases or controls) of 0.1 (a value comparable with those used by previous studies [56,57]), we also observed similar proportions of differential expression as we observed in this study. Moreover, genes identified as differentially expressed in our initial set of 174 samples also tended to be differentially-expressed in an independent set of 42 samples. These results suggest the identified novel lncRNAs in this study are true positives with high confidence. Furthermore, using genes with high skin specificity (*T*_*s*_ >0.4), we observed higher proportions of differential expression in psoriatic skin for protein-coding genes (46%) and annotated lncRNAs (38%), when comparing with results from Table 2: 17% for protein-coding genes and 24% for annotated lncRNAs. 

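With a median of at least 0.1 RPKM in the 8 NN or in the 7 PP samples, 20425 genes were tested and 3990 were DEGs in NN vs. PP. Of the lncRNAs of Table S7, 135 of 196 unannotated (68.9%) and 256 of 729 annotated lncRNAs (35.1%) were DEGs, an odds ratio of 4.09 (Fisher's exact test across genes, two-sided, p = 2.65e-17). The lncRNAs of Table S7 were chosen by co-expression, so this odds ratio cannot separate class from selection. In the rows of Table S3 at hand, DEGs were 18.0% of protein-coding genes, 22.4% of annotated and 31.3% of unannotated lncRNAs. These shares were not tested against each other. From the higher share of DEGs among unannotated lncRNAs and their inferred functions, the paper proposes that they may have biological roles in psoriatic skin. It asks for caution with this share, and states that it found no significant difference when it compared expression levels with the extent of differential expression.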

In concordance with the observation that novel lncRNA has high skin-specificity and proportion of differential expression, these findings suggest that skin specificity is an important factor contributing to the dysregulation of transcription in psoriatic skin.

In our previous study [22], we showed the decrease in expression of dermal-specific genes could be due to the relative decrease in the dermal compartment in psoriatic skin when compared to normal skin [58]. We acknowledge the fact that difference in cellular compositions (for example, decrease in relative abundance of dermal cells or infiltration of immune cells) could play a role in yielding some differentially expressed genes when comparing the psoriatic and normal skin. The laser-capture microdissection experiments we used in our previous study to identify the epidermal- and dermal-specific genes are microarray-based. This limited our ability to evaluate whether the differentially expressed novel lncRNAs are cell intrinsic or due to the change in cellular proportions within skin tissue. However, our work has generated important hypotheses and questions regarding the study of transcriptomic architecture in complex tissues. Future studies measuring gene expression for specific cell types captured by fluorescence-activated cell sorting and/or laser capture microdissection will be able to facilitate the assessment and evaluate whether the differentially expressed lncRNAs in skin tissues are cell intrinsic or due to the change in cellular proportions.

One genomic region known to contain many genes that are selectively expressed in skin is the EDC [31,39,40,59]. Indeed, we found that the EDC was among one of the genomic regions of highest lncRNA densities (Figure 2), with significant enrichment for novel lncRNAs (12 novel out of 28 total, *P* = 3 × 10^−2^). In contrast, the other high lncRNA density region, the MHC, showed no significant enrichment (6 novel out of 26 total, *P* = 0.92). While the MHC does contain the corneodesmosin (*CDSN*) gene, which is relatively specifically expressed in skin and hair, it is not generally enriched in genes specifically expressed in skin. We acknowledge the fact that the MHC contains several hundred genes [1,41] and it is more challenging to identify novel lncRNAs in this area after imposing the ‘distance to known annotated genes’ filter (Figure 1). However, abandoning this filter would increase the identification of artefactual novel lncRNAs arising to immature transcripts from previously annotated genes.

As observed for many other complex diseases [60,61], the majority of genetic susceptibility loci identified for psoriasis fall into non-coding regions [42,62,63]. These findings challenge us to identify the non-coding elements in these regions which might be responsible for conferring susceptibility. One possible scenario is that genetic variants (expression quantitative trait loci, or eQTLs) mapping to the enhancer/promoter regions could play important roles in regulating gene expression levels in different tissues [64]. Indeed, we have shown enrichment for psoriasis susceptibility signals in psoriasis eQTLs, relative to non-eQTLs [65]. However, variations in lncRNAs should also be taken into account. The fact that we observed similar ratios of expressed lncRNAs (103 out of 4,022: 2.6%) and protein-coding mRNAs (450 out of 14,011: 3.2%) within the susceptibility loci suggest the identification and interpretation for causal elements for disease association should not be restricted to protein-coding transcripts. Indeed, single-nucleotide variations in lncRNAs (‘riboSNitches’) have been shown to map to eQTLs in disease susceptibility regions, suggesting that they may directly confer risk for complex traits [48], and are strong candidates for further investigation.

## Conclusions

In conclusion, we have identified a substantial number of skin-specific lncRNAs in this study, and we have imputed potential immunological functions for them in the pathogenesis of psoriasis. Moreover, our results provide interesting potential clues into the mechanisms of tissue-specific gene regulation. As the roles of lncRNAs in other human autoimmune diseases have not yet been fully identified and understood, this analysis should provide valuable resource and information for the future studies.

## Materials and methods

### RNA-seq samples

The preparation methods and quality control procedures used for the initial set of 174 RNA-seq samples (92 PP, 82 NN) have been described [22], and the same protocol was used for the additional 42 RNA-seq samples (7 PP, 8 NN, and 27 PN). In order to limit the variability of expression caused by treatment, we required a washout period prior to biopsy: at least 1 week for topical medications and 2 weeks for phototherapy/systematic medications. Informed consent was obtained from all subjects under protocols approved by the University of Michigan Institutional Review Board (HUM00037994) and adheres to the Declaration of Helsinki Principles.

### Identification of unannotated transcripts

We used Tophat [25] (version 1.3.3) to perform alignment and Cufflink [26] version 2.1.1 to perform *ab initio* transcript assembly. We then estimated read counts for each identified genes using the ReadCount software [66]. We then employed an enhanced version of a computational approach [13] which combined the information across the samples in the dataset to detect any unannotated transcripts using gene models from Ensembl version 74 as reference [27]. The identified transcripts were classified in eight different categories (Additional file 2: Table S2). We used the presence of AT/GU splice site sequences to predict the strand orientation for transcripts with at least 2 exons.

We applied different filtering procedures to remove potential artifacts for novel transcripts identified. We first required that transcripts have coverage in at least 5% of the samples in our dataset (that is, ≥11 samples). To remove the unannotated transcripts that may be fragments of premature mRNA from annotated genes, we estimated for each annotated gene *i* the distance (*d*_*i*_) to the exon of another annotated gene. We then used the median distance of annotated lncRNA to determine the distance threshold (<2 kb) for removing potential premature mRNA fragments. We acknowledge that this criterion will remove true positive novel lncRNAs (assuming the same distribution of *d*_*i*_ for annotated and novel lncRNAs), but in this study we imposed stringent criteria to reduce false positive results and as shown in Table 1 this distance filter removes more than half of the unannotated transcripts in some categories of unannotated transcripts. Sequence reads mapped to regions of low mappability could generate potential false positive transcripts; we obtained the uniqueness (35-mers) and alignability (75-mers) tracks from the UCSC Genome Browser [67] and computed the gene-wise mappability measure (that is, uniqueness and alignability scores) using the bigWigSummary tool from the UCSC Genome Browser. We retained novel transcripts with score of at least 0.9 in both mappability measures; for comparison, 80% and 88% of annotated ncRNAs transcripts have scores of ≥0.9 for the uniqueness and alignability measures, respectively. Next, we applied a minimum transcript length criterion (≥200 bp) to remove short transcripts.

### Evaluation of novel lncRNAs

We evaluated the coding potential of the identified novel lncRNAs using TransDecoder [68] and txCdsPredict from UCSC Genome Browser. For the prediction using txCdsPredict, a score greater than 800 was used as a criterion (90% predictive of protein coding genes [13]). Additional file 3: Figure S7 shows the percentage of genes predicted to be candidates of coding transcripts by different approaches. Only two of the identified novel lncRNAs were predicted to have coding potential by both approaches.

### Expression analysis

We used DESeq, which implements a read count model based on negative binomial distribution, to perform the expression normalization and differential expression analysis [30] for three different comparisons: (i) lesional psoriatic (PP) versus normal skin (NN); (ii) PP versus paired uninvolved (PN) skin from 27 psoriatic patients; and (iii) uninvolved (PN) versus NN skin. Significantly differentially expressed genes were declared to have FDR ≤0.1 and |log_2_ fold change| ≥1.

### qRT-PCR analysis

qRT-PCR analysis of selected genes was performed using six lesional skin samples from psoriasis patients (PP), six uninvolved skin from psoriasis patients (PN), and six normal skin from control subjects (NN). These samples were independent of the samples we used in the RNA-seq experiments. Skin biopsies were flash-frozen in liquid nitrogen and stored at 80°C. RNA extractions were performed using RNeasy columns (Qiagen, Cat # 74136). RNA quantity and quality were measured on an Agilent 2100 Bioanalyzer (Agilent Technologies), and only samples yielding intact 18S and 28S ribosomal RNA profiles were used. Reversed transcription was performed using High Capacity cDNA Transcription kit (Applied Biosystems, Cat # 4368813). Transcripts were quantified by SYBR green fluorescence (Applied Biosystems, Cat # 4367659) using 7300 Real-Time PCR system (Applied Biosystems). Relative expression was quantified using large ribosomal protein P0 (*RPLP0*) as an internal reference. In the qPCR process, primers for G36220, 5′-AGG ATG TTC CCC TGC TTT TT-3′ and 5′-CAC TCT TGC GAT GAA GTG ATG-3′; for G25746, 5′-CCC CTG AGA CAT TTC TTC CA-3′ and 5′-AGC CTT GGA GGG TTT CAA AT-3′; for G2608, 5′-GGC CTT ATC TTT TGC ACC TG-3′ and 5′-CAA CCA GCC AAA TTC CTG TT-3′; and for RPLP0, 5′- GCT GAT CCA TCT GCC TTT GT-3′ and 5′- AAG TTG GTT GCT TTT TGG TGA-3′. All custom primers were purchased from Sigma-Aldrich.

### Evaluation of tissue specificity

We downloaded RNA-seq sequence data from two independent RNA-seq cohorts [23,33] from the NCBI Gene Expression Omnibus [69], and performed alignment by Tophat using the same parameters and arguments as we described above. The Body Map 2.0 project [33] consists of 16 different tissues, and the other study [23] consists of three pairs of PN/PP skin samples. We then measured the expression level in these RNA-seq datasets for each gene we identified in this study. The tissue specificity (*T*_*s*_) of a gene in tissue *s* was calculated as the fraction of expression (in RPKM) relative to the sum of its expression in all 17 tissues. We averaged the RPKM values between the three PN samples in the Jabbari *et al.* study to estimate the skin’s RPKM values.

We downloaded the chromatin state segmentation [34,35] files for nine different cell lines (GM12878, H1-hESC, K562, HepG2, HUVEC, HMEC, HSMM, NHEK, and NHLF) from the UCSC Genome Browser, and retrieved the predicted strong enhancer and active promoter elements for each cell line. For each gene, we computed the distance to the closest enhancer/promoter from the starting position of the gene. To evaluate whether the enhancer/promoter regions are closer to novel lncRNAs in ectodermally-related cell types (NHEK and HMEC) than in other cell types, we computed the relative distance (*D*_*ecto*_*/D*_*average*_), where *D*_*ecto*_ is the closest distance to the enhancer (or promoter) in ectodermally-related cell type (NHEK or HMEC), and *D*_*average*_ is the average closest distance to the enhancer (or promoter) in the other cell types. The means and standard error bars from Figure 5 were computed after removing the outlier distances (that is, 1.5 times the inter-quartile range).

### Functional characterization of the identified lncRNAs

We first examined if any of the expressed transcripts are within the previously identified regions of psoriasis susceptibility loci [42]. The associated regions were defined by ±500 kb intervals (±3 Mb for MHC) with respect to the best genome-wide significant signal.

Next, we obtained the functional and pathway annotation data from the GO [43], KEGG [44], and Reactome [70] databases. We further processed GO’s gene-to-GO file to annotate each gene with all the ‘ancestral’ terms of its annotated term(s) in the directed acyclic graph of GO database. We inferred the functions of each lncRNA using the biological functions/pathways for annotated the most correlated gene(s). We first evaluated the number of lncRNAs with inferred functions using different minimum squared Spearman correlation coefficient cutoff for the most correlated gene(s) (Additional file 3: Figure S14). To determine an optimal minimum correlation cutoff for inferring functions of lncRNAs, we applied a sampling method to co-expression patterns of functional annotated genes. Our sampling approach obtained the maximum correlation between a randomly selected gene with the other genes annotated in the same function versus with genes not annotated in the same function, and it considered the probability that two genes would be annotated in the same pathway. We performed 100,000 samplings. For each sample, we randomly selected two genes expressed in our dataset; if the two genes belonged to the same annotated function, we then randomly picked one gene and retrieved the maximum correlation between that gene with any other genes in the same function. If the two genes did not belong to the same function, we then randomly picked one gene and calculated the maximum correlation with other randomly selected genes. The number of randomly selected genes would be determined by the distribution of the number of genes in each annotated function. By using this approach, we obtained an area under the receiver operating characteristic curve = 0.73 when predicting if the most correlated gene is from the same function (Additional file 3: Figure S13). We then computed the precision (*ρ*: proportion of significant gene pairs from same functions) and recall (*ϒ*: proportion of gene pairs from the same functions that are significant) under different minimum correlation cutoffs to obtain F-measures (Additional file 3: Figure S15):

$$ {F}_{\beta}\kern0.5em =\kern0.5em \left(1+{\beta}^2\right)\frac{\rho \gamma }{\left(\rho {\beta}^2\right)\kern0.5em +\kern0.5em \gamma } $$

where different *β* values would give different emphasis on precision/recall. We used the F-measure which emphasizes the recall (*F*_*β=5*_) in order to provide biological inference for larger number of lncRNAs, and used the correlation cutoff that maximizes the F-measure.

### Preparation and analysis of keratinocyte RNA-seq libraries

Normal human epidermal keratinocytes prepared from adult skin as described [71] were grown to post-confluence as described [72], prior to addition of recombinant human IL-17 and/or TNF (each at 10 ng/mL). After 24 h of treatment, total RNA was isolated using Qiagen RNeasy Minikits (Valencia, CA, USA) and RNA quality and quantity were assessed using an Agilent Bioanalyzer. Libraries for high throughput sequencing were prepared using the Illumina mRNA-Seq kit according to the manufacturer’s description (Illumina, San Diego, CA, USA) and libraries were sequenced on the Illumina Genome Analyzer IIx. The alignment and expression quantification procedures were identical to those described above. We performed differential expression analysis using DESeq. Among genes with a differential expression FDR ≤0.1, those with a FC >2 were declared as significantly enhanced and those with a FC <0.5 as significantly repressed.

### Data availability

The RNA-seq data used for this analysis are accessible through GSE63980 (superseries of GSE54456 and GSE63979).

## Additional files

Additional file 1: Table S1. Summary of the RNA-seq cohort. Additional file 2: Table S2. Categorization of transcripts identified. Additional file 3:
**Figures S1-15.**
Additional file 4: Table S3. Genes passed all quality control and filtering steps and used in the analysis. Additional file 5: Table S4. Differentially expressed identified by DESeq in three comparisons. Additional file 6: Table S5. The gene IDs for the elncRNAs and plncRNAs. Additional file 7: Table S6. Catalog of expressed lncRNAs in psoriasis susceptibility loci. Additional file 8: Table S7. lncRNAs with inverred functions. Additional file 9: Table S8. Enrichment results for the inferred functions in the differentially expressed lncRNAs. Additional file 10: Table S9. Cytokine-enhanced and cytokine-repressed lncRNAs. Additional file 11: Table S10. Observed-to-expected ratios for the number of cytokine-induced genes which were upregulated in PP.

## Abbreviations

DEGs: Differentially expressed genes
elncRNA: Enhancer-associated long non-coding RNA
FC: Fold change
LD: Linkage disequilibrium
lncRNA: Long non-coding RNA
NN: Normal skin
plncRNA: Promoter-associated long non-coding RNA
PN: Uninvolved skin
PP: Psoriatic skin
RNA-seq: High-throughput cDNA sequencing

# Supplementary material for: Analysis of long non-coding RNAs highlights tissue-specific expression patterns and epigenetic profiles in normal and psoriatic skin
**Source:** Genome Biol. 2015 Jan 30;16(1):24. doi: 10.1186/s13059-014-0570-4
**Supplement:** Additional file 3: — Figures S1-15.

**Supplementary Information**

**Supplemental Figures**

**
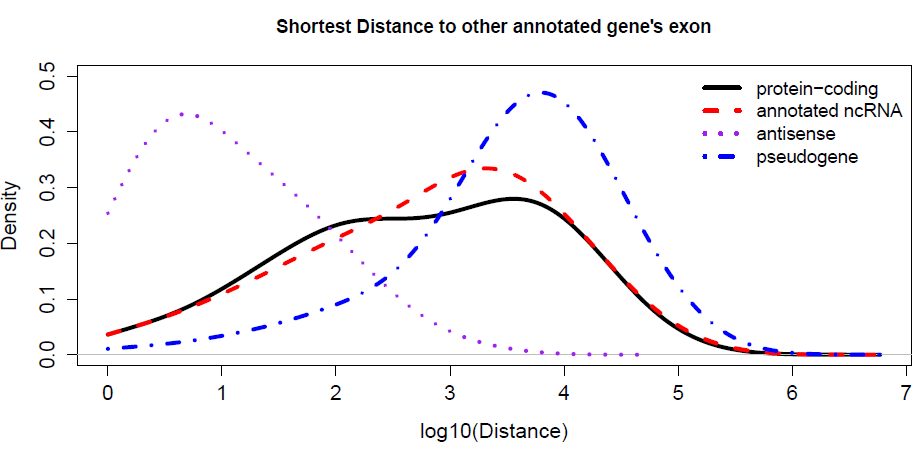
**

**Figure S1. Genomic distance to the closest exon of neighboring annotated genes.**

**
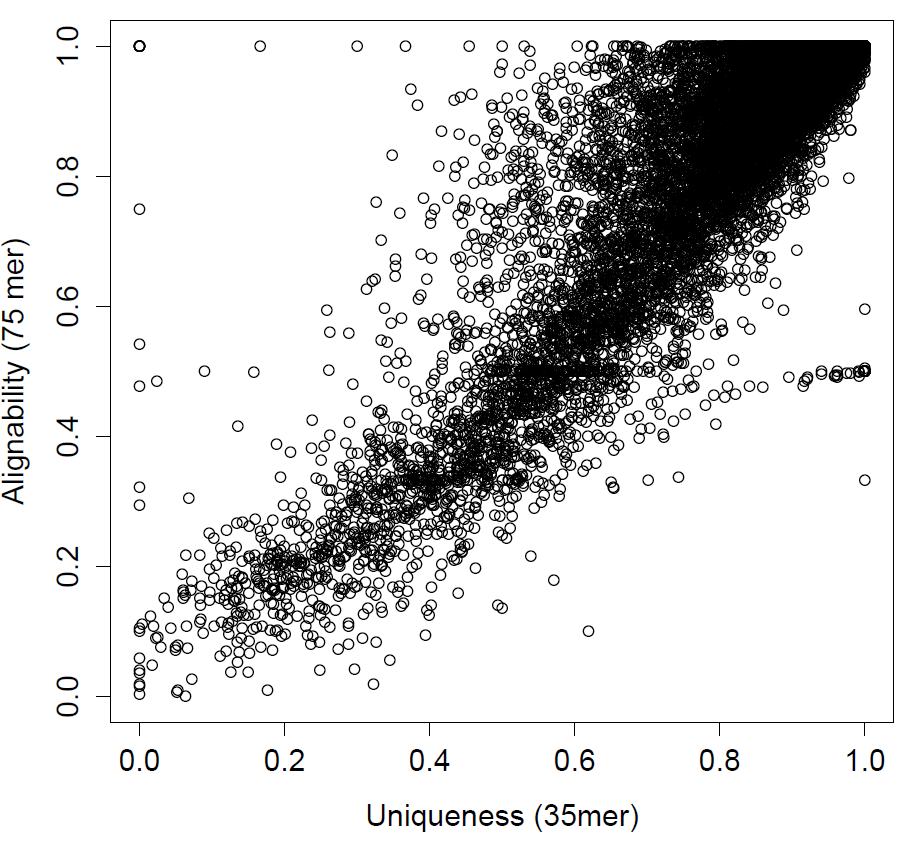
**

**Figure S2. Average alignability (75bp) and uniqueness (35bp) scores for each identified transcript.**

**
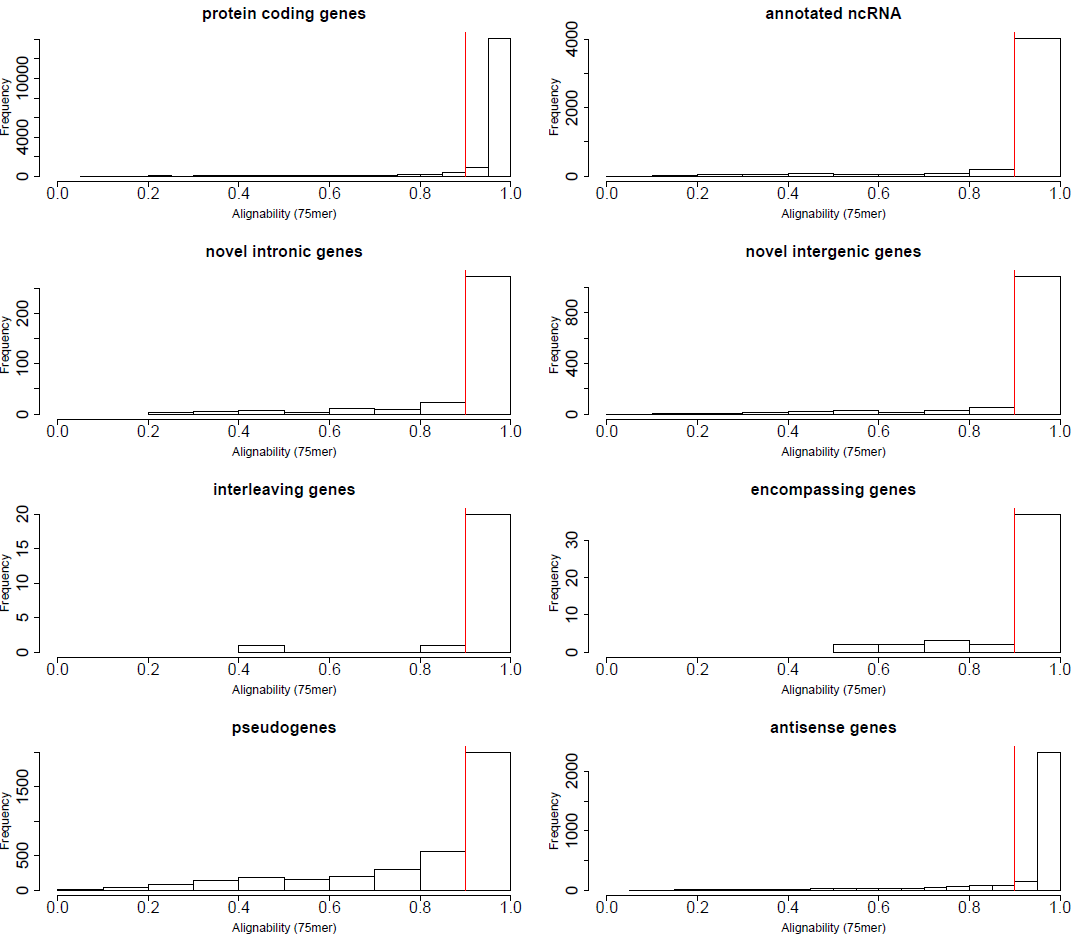
Figure S3. Histogram distribution for average alignability score of transcripts under different categories.**

**
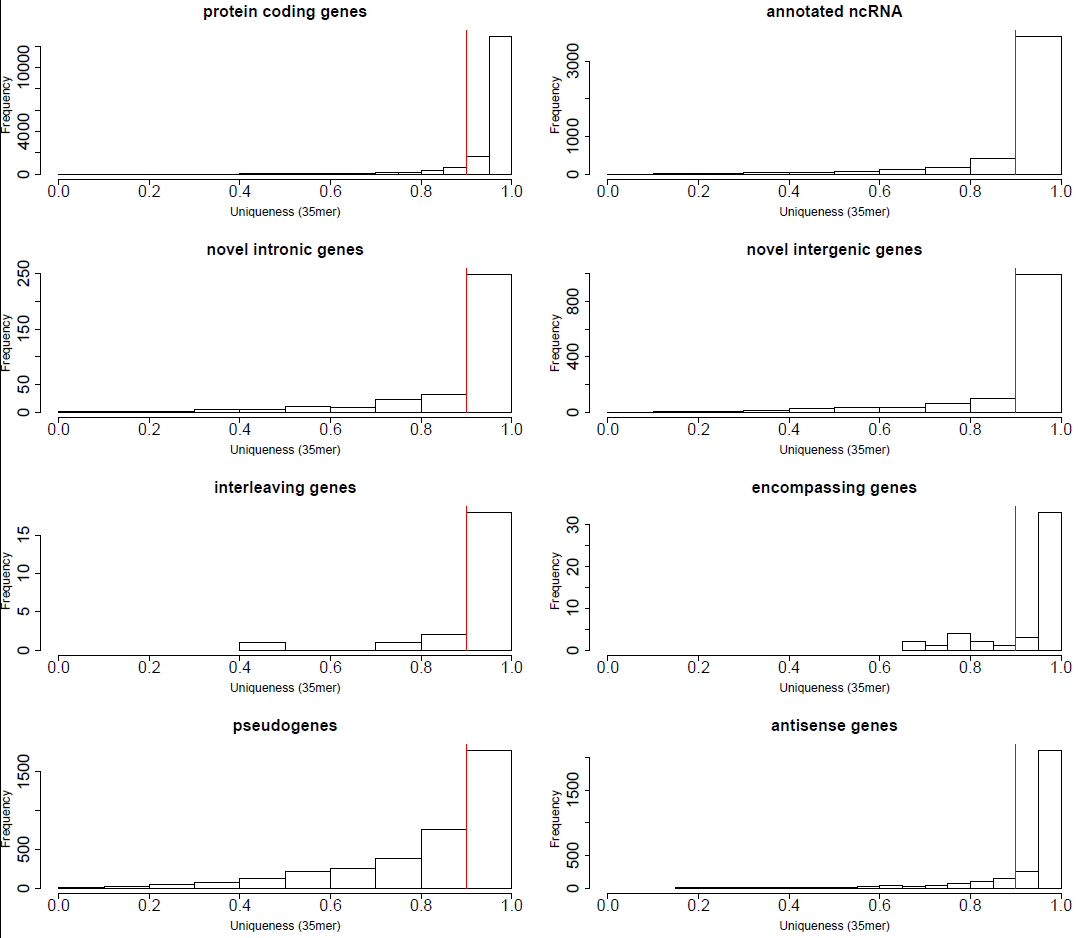
**

**Figure S4. Histogram distribution for average uniqueness score of transcripts under different categories.**

**
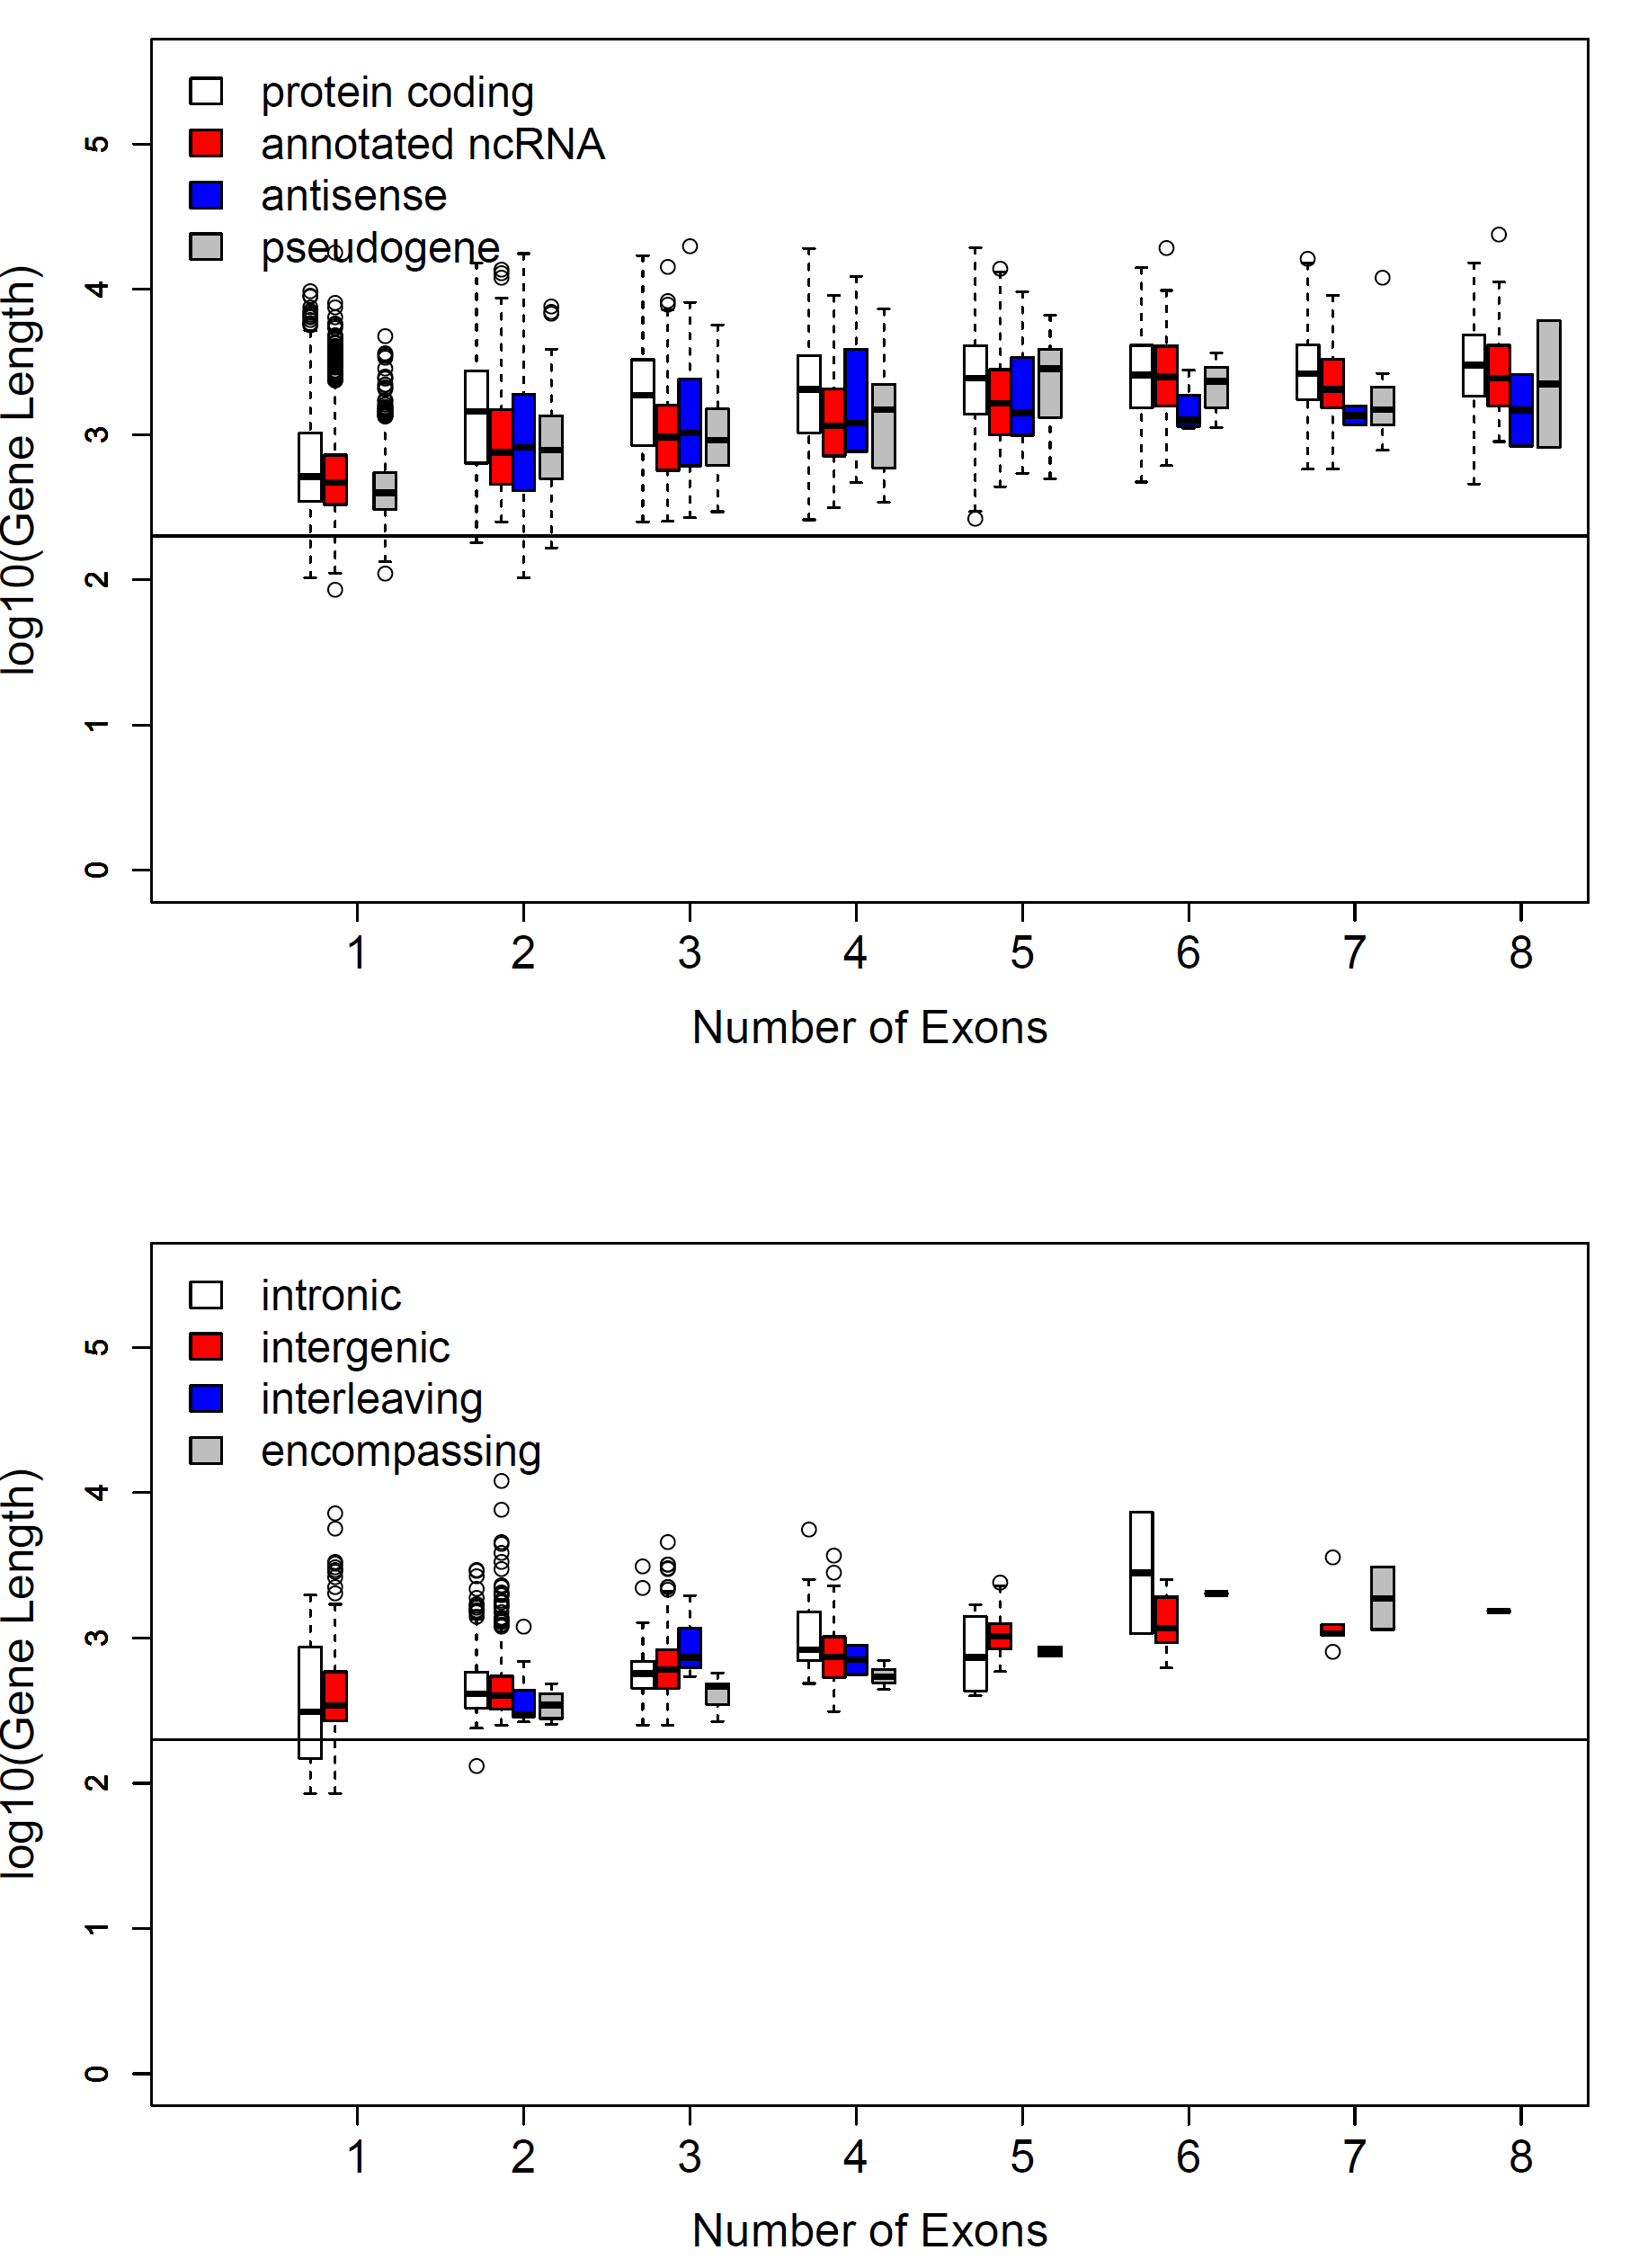
**

**Figure S5. Transcript length (in logarithmic scale) of different gene categories as a function of the number of exons. Top and bottom panels show the annotated (or known) transcripts and novel transcripts, respectively.**

**
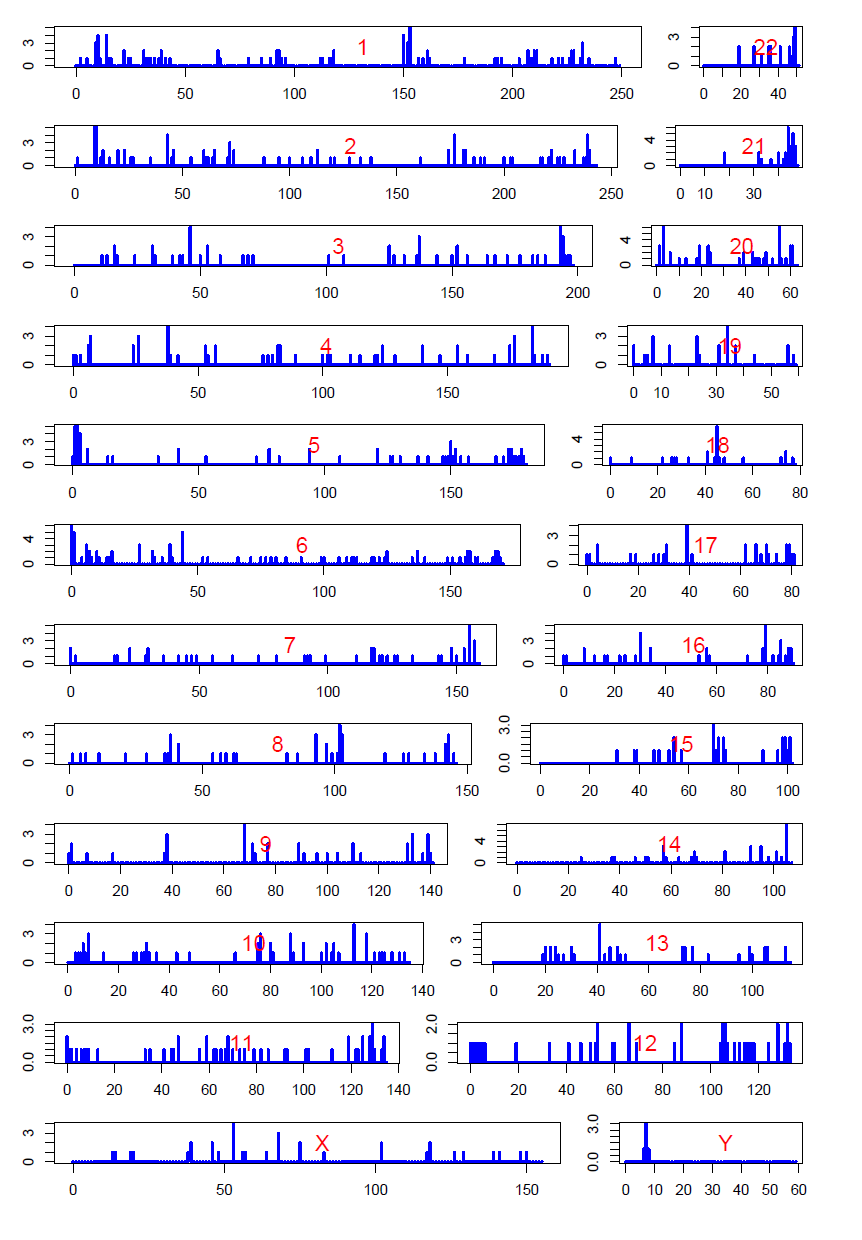
**

**Figure S6. Density map of identified novel lncRNAs expressed in skin tissues across the genome.**

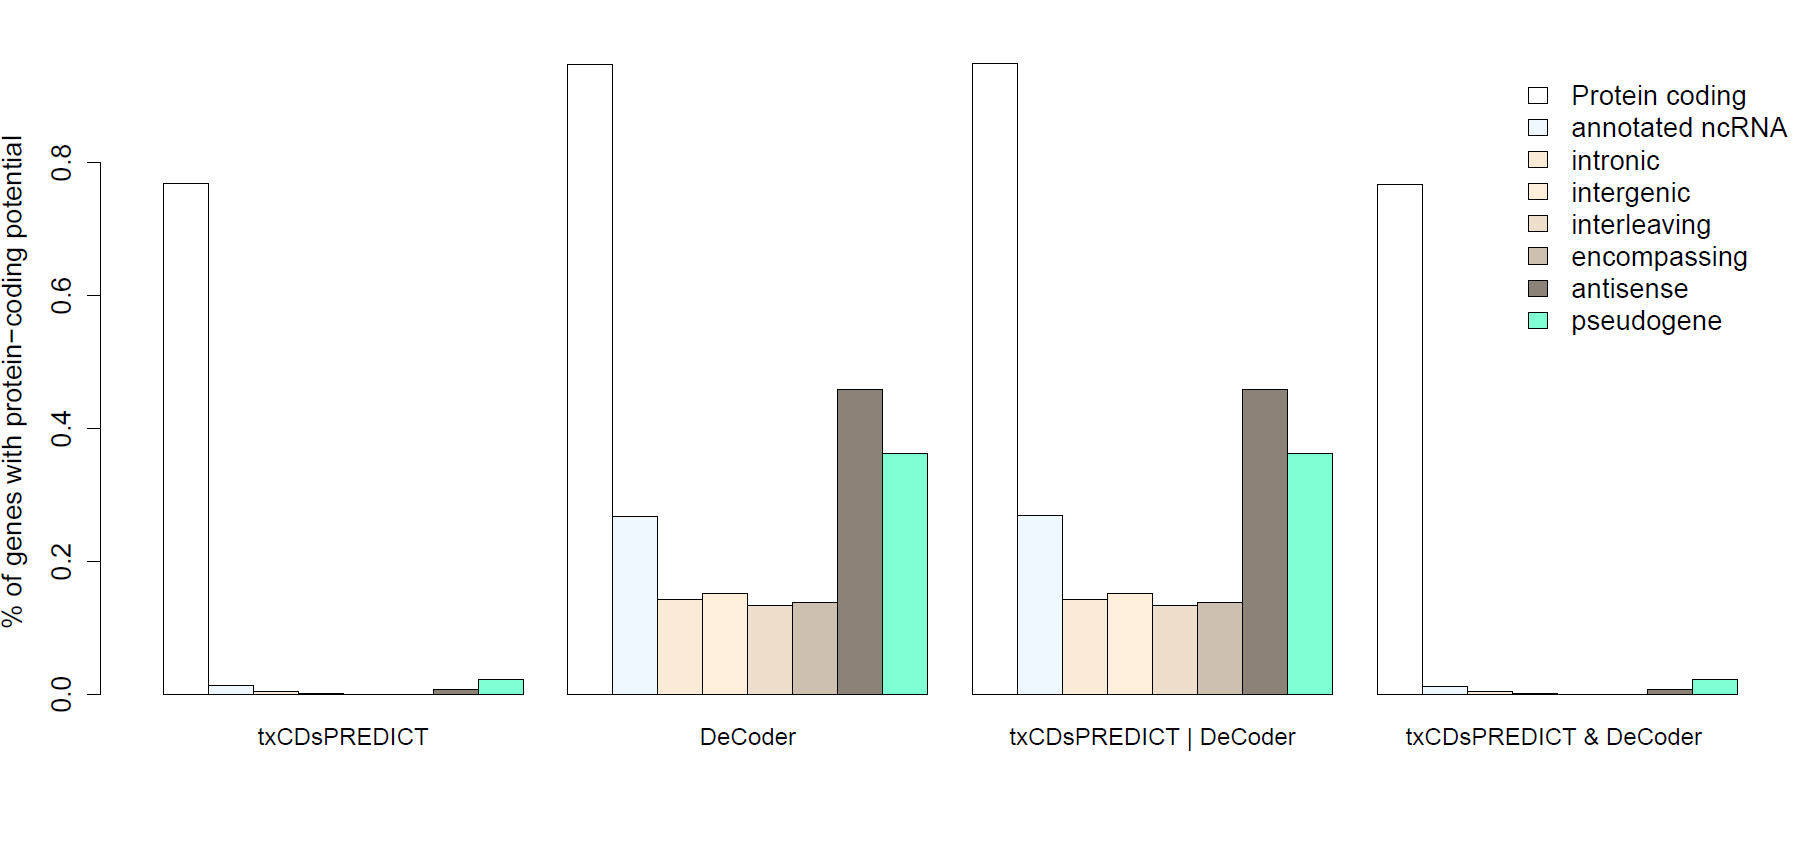

**Figure S7. Percentage of genes predicted to have coding potential by different approaches: predicted by txCDs only; DeCoder only; txCDs or DeCoder; txCDs and DeCoder.**

**
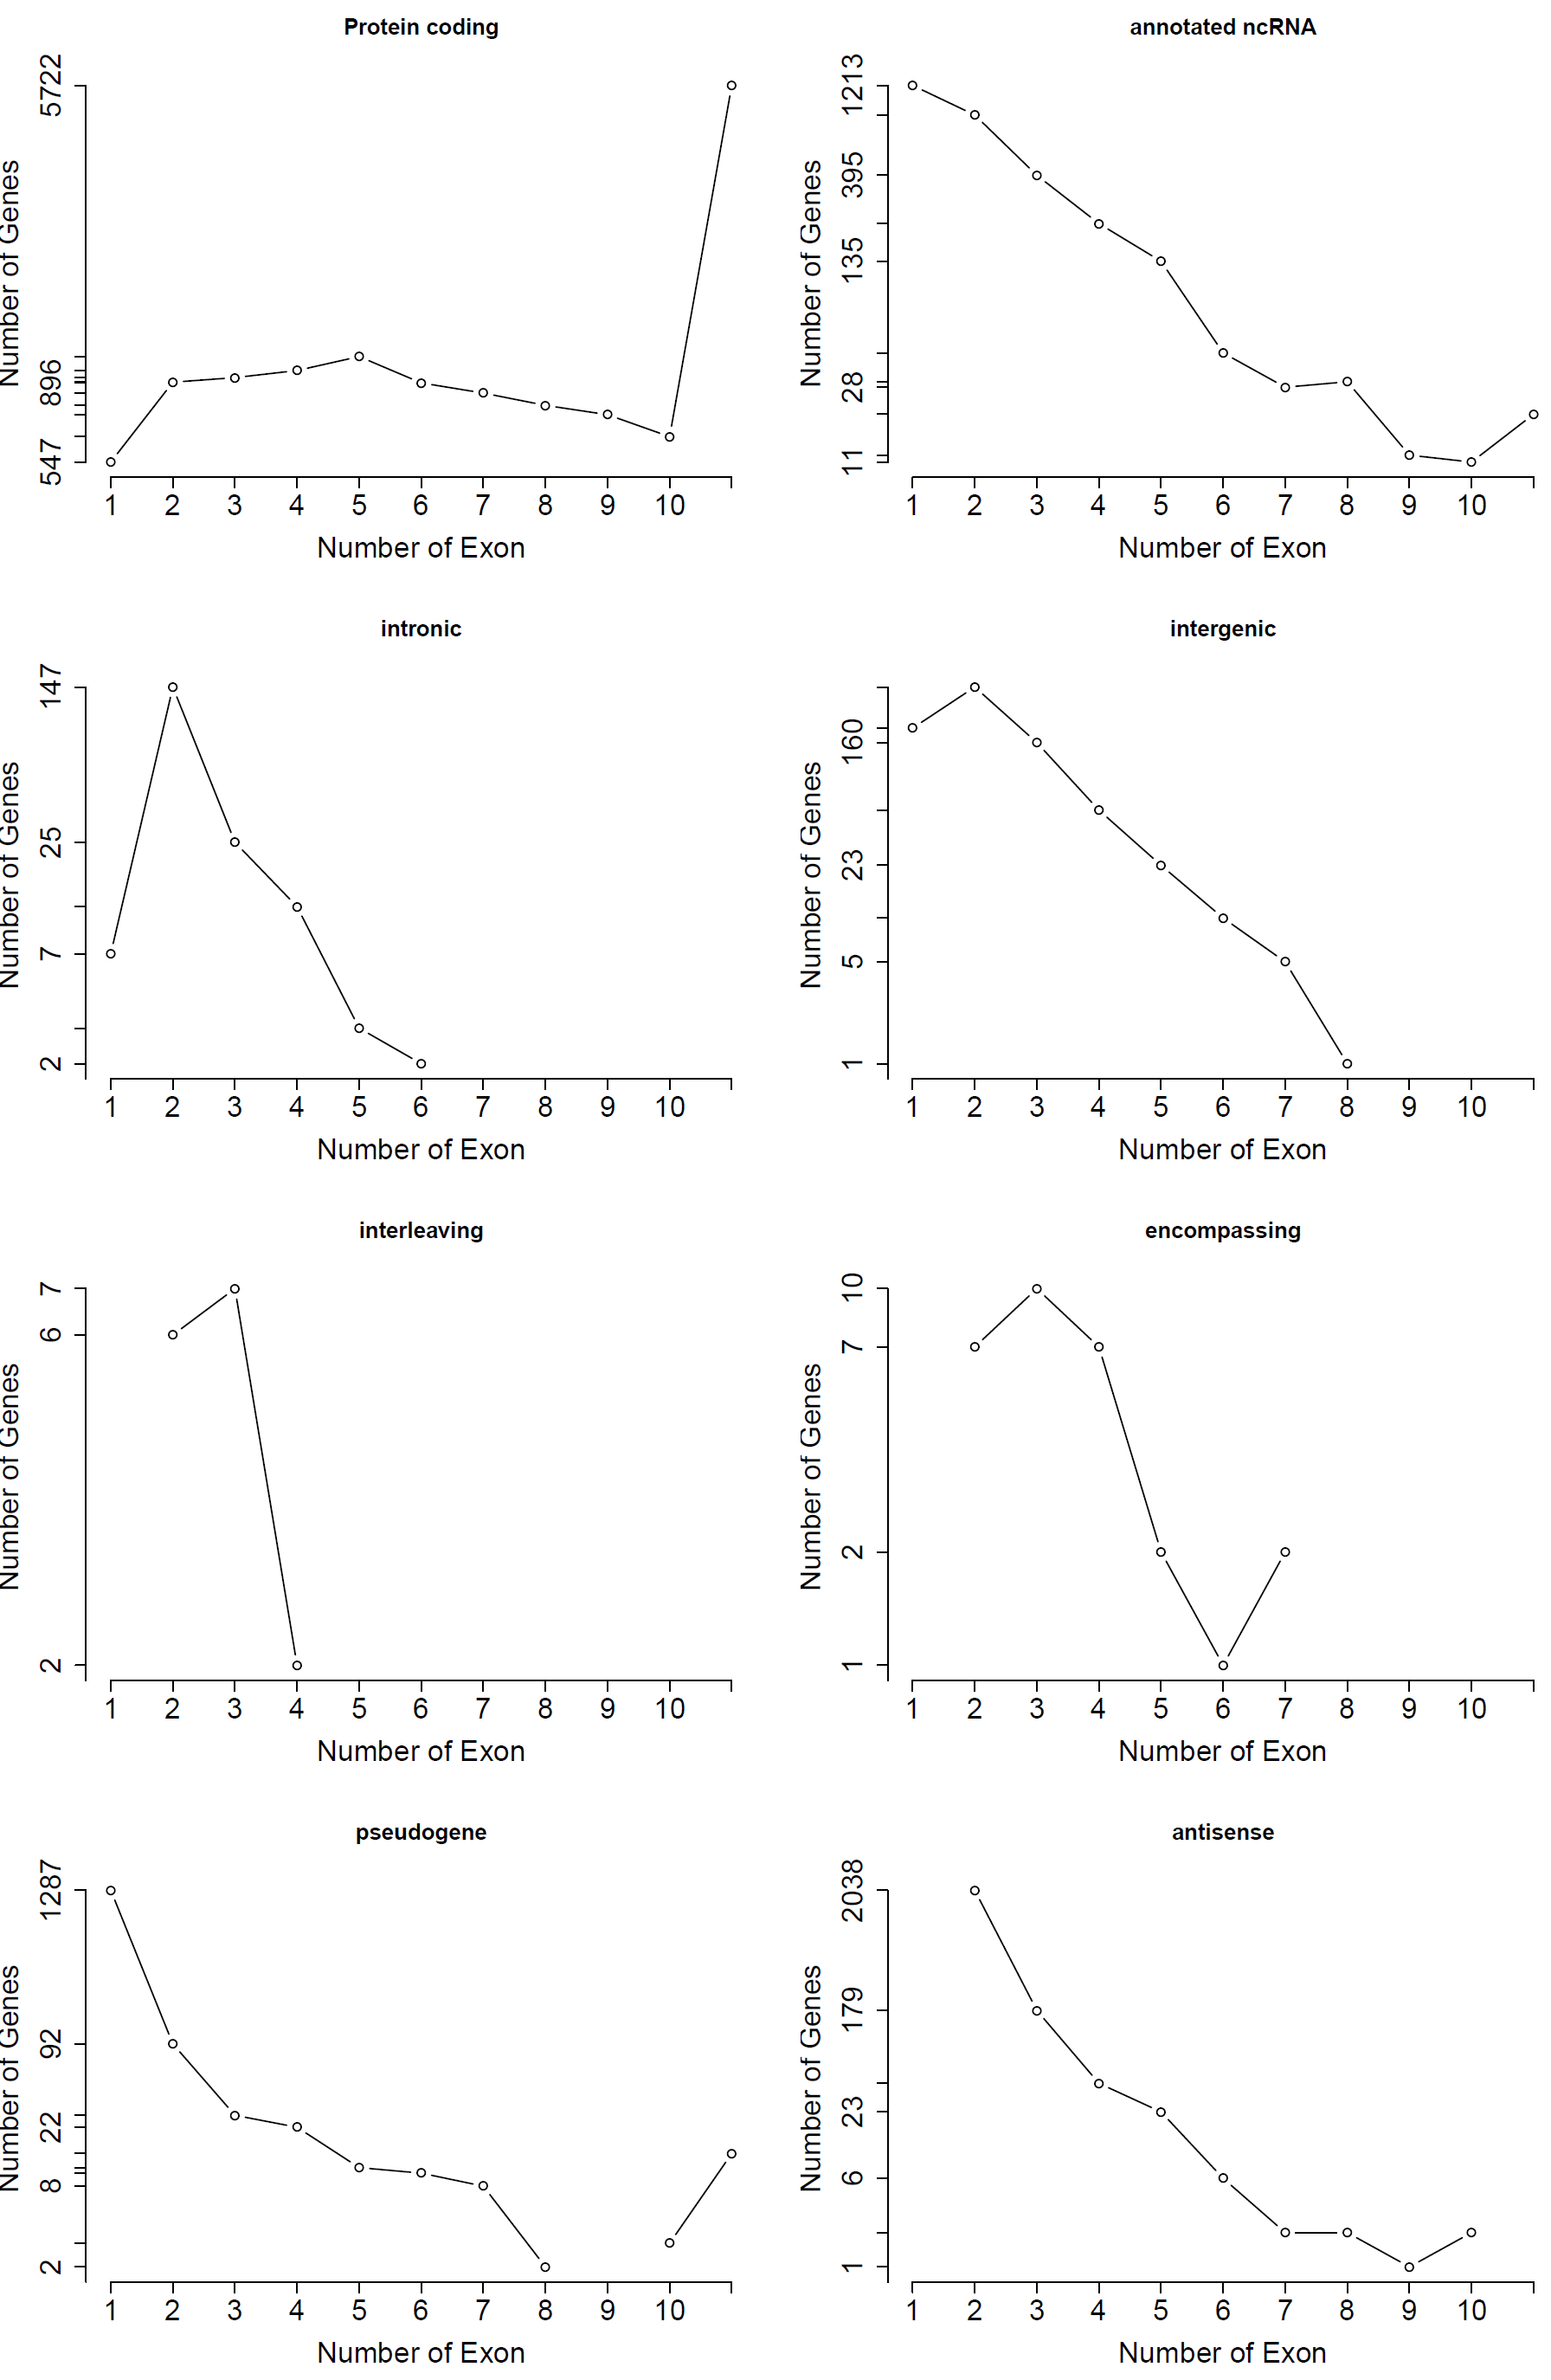
**

**Figure S8. Frequency distribution for the number of exons of a gene for the eight different categories.**

**
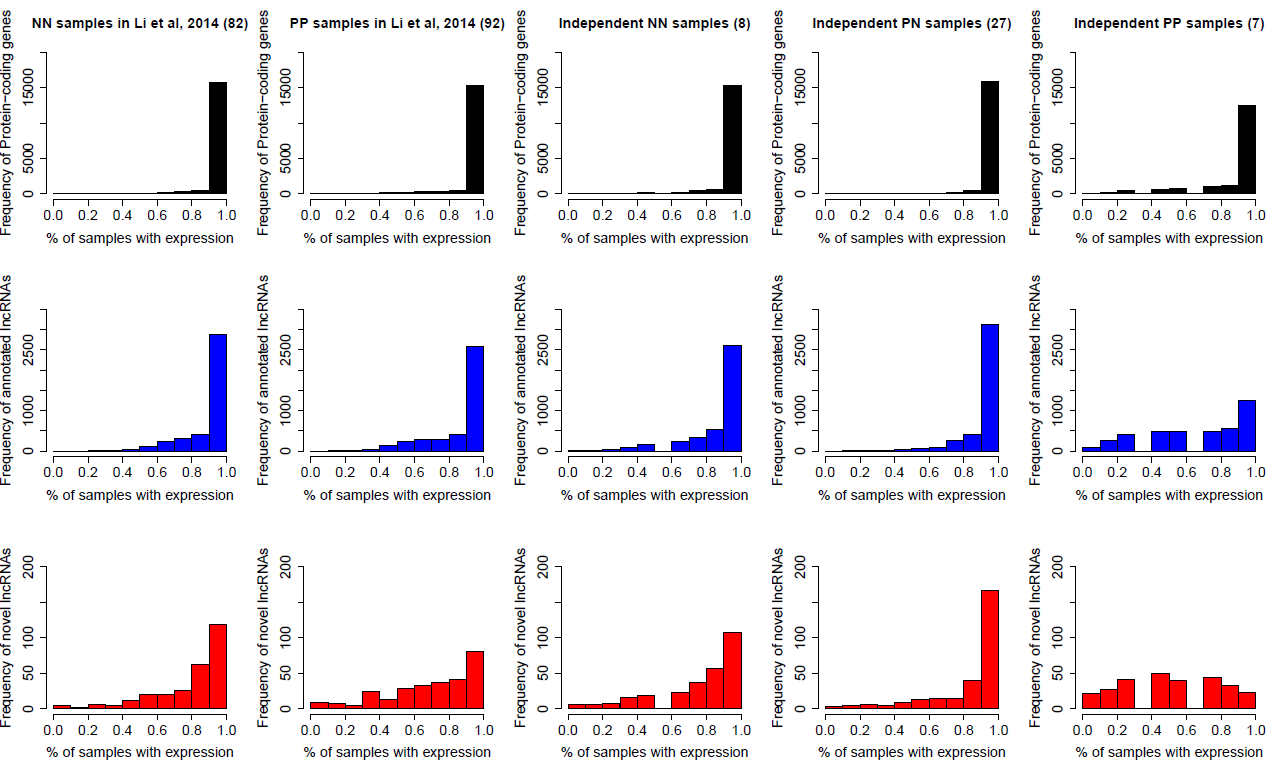
Figure S9. Proportions of genes expressed in the discovery dataset of 174 samples (left two columns) and in the independent dataset of 42 samples (right three columns). The numbers in the brackets indicate the number of samples used in each dataset.**

**a**

**
**

**b**

**
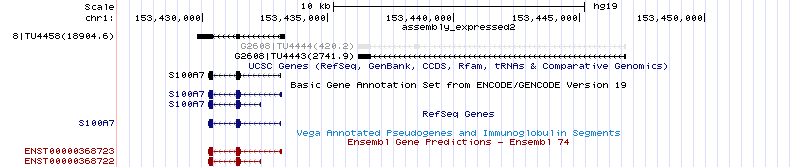
**

**Figure S10. The most downregulated (a) and upregulated (b) novel lncRNAs in psoriatic skin.**

**
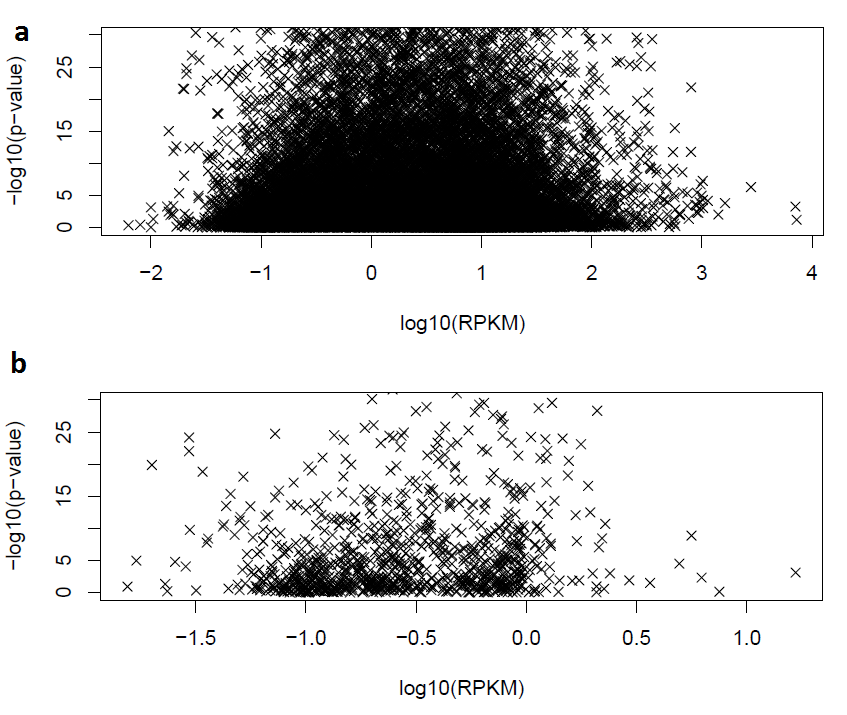
**

**Figure S11. Differential expression *P* value versus median logarithmic RPKM levels for annotated genes (a) and novel lncRNAs (b). The *P* values of Spearman tests for examining the negative associations between the negative logarithmic differential expression *P* values versus the logarithmic RPKM values (H_0_: no association or positive association) are 1 and 0.937.**

**Figure S12. qrt-PCR results for three lncRNAs under different conditions (NN, PN, and PP), where six independent samples were measured for each condition (mean and standard deviation are shown in the Figure). Consistent with the RNA-seq results, the three genes both show significant (*P* <0.05) differential expression in psoriatic skin: G2608 (NN vs. PP: *P* = 3.7 × 10^-2^; PN vs. PP: *P* = 3.7 × 10^-2^); G25746 (NN vs. PP: *P* = 6.2 × 10^-3^; PN vs. PP: *P* = 2.2 × 10^-4^); and G36220 (NN vs. PP: *P* = 1.7 × 10^-2^; PN vs. PP: *P* = 8.4 × 10^-2^).**

**
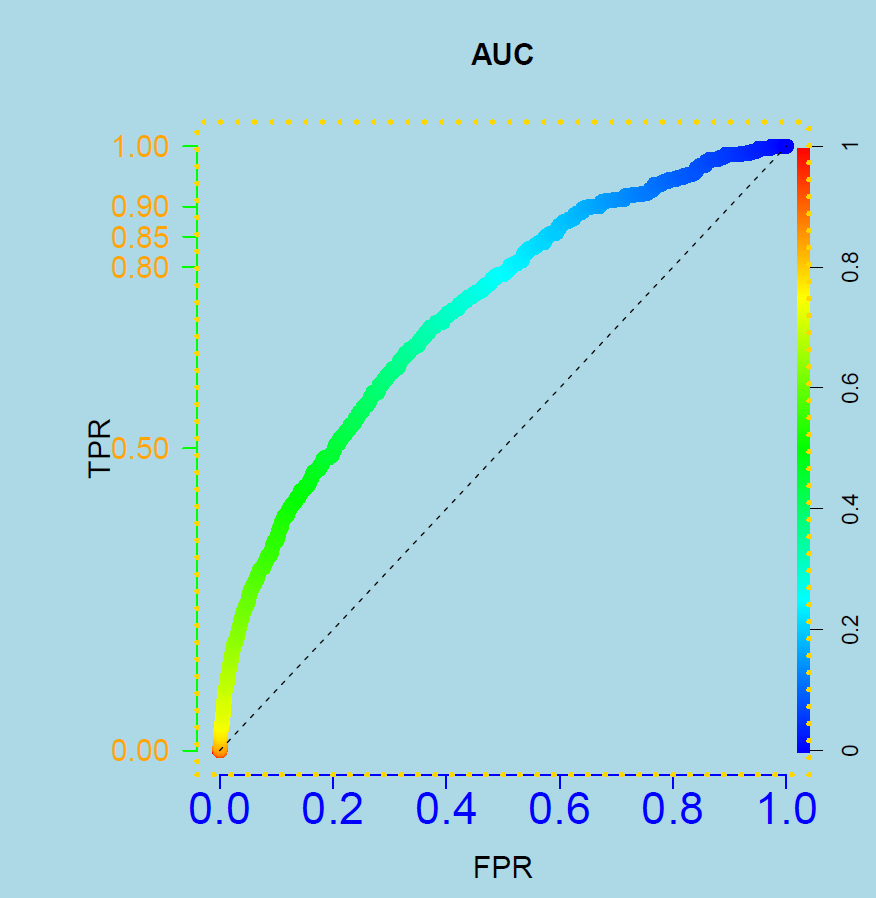
**

**Figure S13. Receiver operating characteristic (ROC) curve for using the most correlated gene to predict if a protein-coding gene pair is annotated in the same function/pathway under different gene expression correlation cutoffs. Area under the ROC = 0.73.**

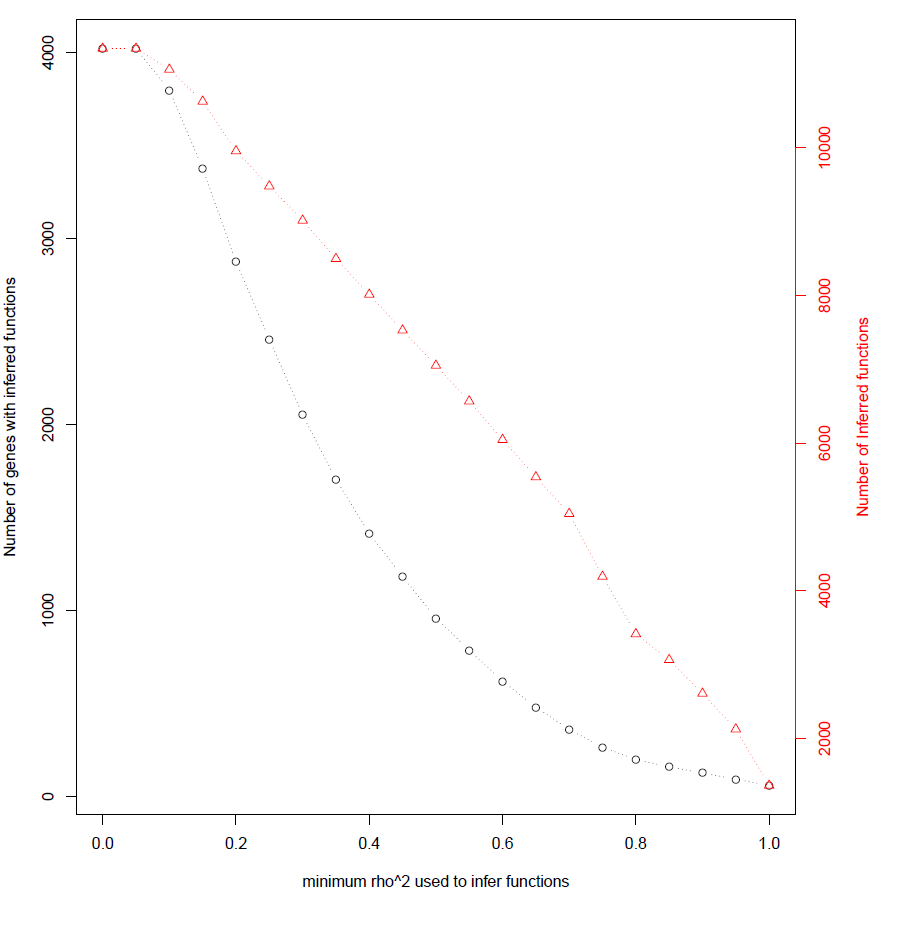

**Figure S14. Number of lncRNAs with inferred biological functions/pathways versus different minimum squared spearman coefficient used in the co-expression analysis. The y-axis on the right (red) indicates the number of inferred functions for those lncRNAs.**

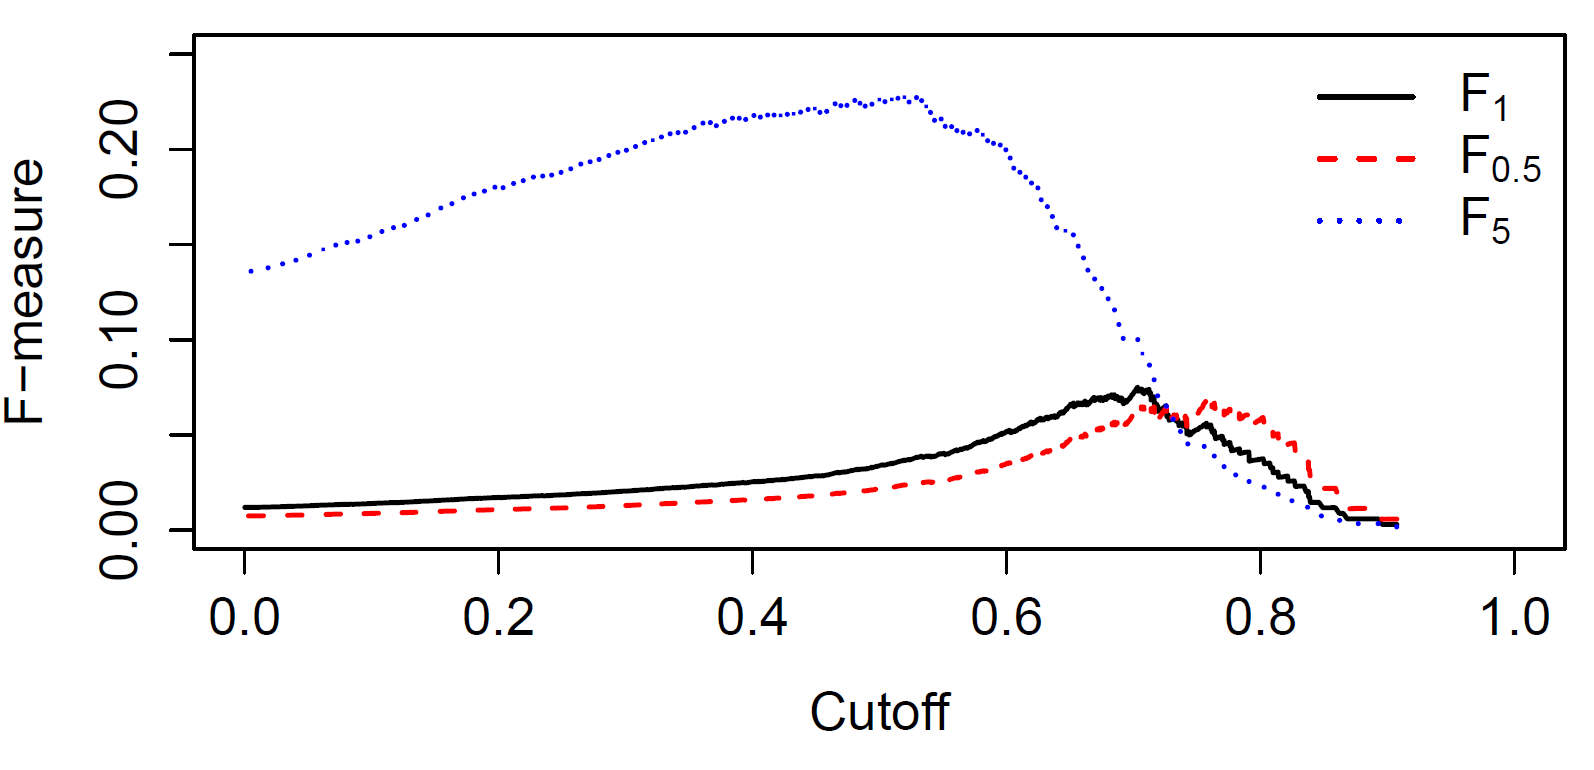

**Figure S15. F-measures values under different squared spearman coefficient minimum cutoff. Different F-measures computed using different contribution from the precision and recall when using the most correlated gene to predict if a gene pair is involved in the same biological function/pathway. We used the F-measure which emphasizes the recall, and obtained the squared spearman coefficient cutoff (approximately 0.5) which optimized it.**

How the deposited data were processed for this re-analysis (not part of the article)

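Skin samples labelled NN (8), PN (27) and PP (7) had deposited read counts, 21803 assembled genes by 42 samples. The counts are whole numbers that the authors made by aligning reads with TopHat, keeping uniquely mapped reads, assembling transcripts over 216 samples and counting reads per assembled gene, and the counts were deposited without normalization. The authors kept genes by coverage, distance, mappability, length and a minimum of reads over the 216 samples. A deposited assembly gave hg19 coordinates for those genes, without names or classes.

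Names and classes came from Table S3, of which the first 1999 rows were held, and from Tables S5, S6, S7 and S9. Genes without a name there are given by the ID of the assembly. Levels are CPM, in counts per 1000000 reads, from edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with TMM normalization over all 42 samples. RPKM used the merged exon length and the counted reads of each sample. Each comparison was fitted by the quasi-likelihood method of edgeR with the robust option, on its 2 groups alone, over genes with a mean of at least 1 read per sample. A DEG had an adjusted p of at most 0.1 (Benjamini-Hochberg) and an absolute log2 fold change of at least 1, the criteria of the paper. Samples were grouped by the deposited labels, and no sample was left out of a main comparison. Genes of the Y chromosome and XIST were neither named nor used in counts of lncRNA pairs.

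Lists of genes were tested with camera at a preset correlation of 0.01 and at an estimated correlation, where at least 5 members had a name and a test. Of 30 lists written before the data were examined, 26 had tested members. Shares carry 95% Wilson intervals, classes were compared by Fisher's exact test, and medians and rank correlations by permutation (100000 permutations), computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures used matplotlib 3.10.9. Such tests across genes treat genes as independent. A fold change against a group without reads was bounded with a floor of 3 reads over the group, and with 1 to 3 reads a ratio of pooled reads with an exact counting interval is given.

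Genes were named by a rule written before the data were examined. It takes the genes the paper names, and for NN vs. PP and for the samples labelled PN against PP the highest and lowest fold changes per class (4 and 4, and 2 and 2) among DEGs whose PP samples all lie on one side of the other group with a mean of at least 1 CPM (protein-coding) or 0.1 CPM (lncRNA). For NN against the samples labelled PN it takes the 3 highest and 3 lowest genes by p. It adds up to 4 DEGs per list and the protein-coding gene that Table S7 gives as the cis partner of a named lncRNA. Genes outside the rule are marked where they appear.

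The fits were tested on simulated data with the depth and variation of these samples, in which 100 genes were changed at each of 2 fold changes. At a log2 fold change of 1 and 2, 18 and 62 of 100 were called for NN vs. PP, 35 and 93 for the samples labelled PN against PP, and 34 and 87 for NN against the samples labelled PN, with 7 unchanged genes called in each. At 1 the fold change limit itself removes calls, as the median fitted values were 1.07, 1 and 0.98. Far fewer genes were changed than were DEGs in the data, so these numbers are not the power for the data. Alternatives used RLE size factors, no low-count filter, filterByExpr, DESeq2 1.42.0, all 42 samples in one fit, no robust option, other thresholds, counts thinned to the smallest sample, a fibroblast covariate, a minimum of 0.1 RPKM and each NN and PP sample left out in turn. The removal of samples over 40000000 or under 10000000 reads, of overlapping neighbours, and a wider set of lncRNAs were chosen after the data were seen. Patients could not be matched, and the tests of qRT-PCR, other tissues and chromatin marks were not repeated because their data were not at hand.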

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

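The tests of uninvolved tissue in the samples labelled PN, of the paper's own PN fold change and of depth were chosen after the result was seen. In 18 of 176 groups of named genes, 1 sample lay apart from the rest of its group, where chance gives about 8.80. The gap to the nearest sample, as a share of the range of the group on the log2 scale, was highest at the lower end for CD5 (0.829), CD6 (0.787), DANCR (0.768) and IL19 (0.764) in PP. At the upper end in PP it was 0.647 for RP11-557H15.3, 0.597 for HAO2 and 0.585 for THY1. In NN it was 0.720 for TCN1, 0.704 for G40993 and 0.535 for G36119 at the upper end, and 0.641 for TINCR, 0.619 for FLG2, 0.541 for AWAT2 and 0.535 for LINC00959 at the lower end. For G2608 in NN and for RP11-315O6.1, CTD-3064M3.1 and G41369 in PP it was 1, as a single sample had reads. Of the 10 in PP, 4 came from 1 sample, and of the 8 in NN, 4 came from 1 sample.

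The numbers of DEGs were set against 100 seeded groupings of the same samples with the same group sizes. For NN vs. PP, 4120 DEGs were reached by 2 groupings, the real one included, so chance is excluded. The highest of the others had 4223 and kept 6 of 7 PP samples together, close to the real grouping. For the samples labelled PN against PP, 1 grouping, the real one, reached 1346, and the highest of the others had 181. For NN against the samples labelled PN, 1 grouping, the real one, reached 3963, and the highest of the others had 92, so chance is excluded for both.

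The samples labelled PN lay near PP for genes that separate PN from PP in the paper. Over the genes that the held part of Table S4 gives for PN vs. PP, the median ratio of the log2 fold change here to the paper's was 0.0596 (95% interval 0.0446 to 0.0804), and for NN vs. PP it was 0.991. This is the result that columns labelled PN holding lesional skin would give. Uninvolved skin that differs from normal skin in this way is argued against by the paper's own values for PN. Its 27 PN samples were all new, so they should be the samples labelled PN here. The paper gives 3 DEGs for them against more NN samples. Here there were 3963, and 2901 to 11318 over the alternatives. Among single genes, G2637 was 16.9-fold higher than in NN (interval 8.02 to 35.7), where the paper's own value for its 27 PN samples is 2.81. Of the other genes with a fold change from NN to PN in the paper, G40993 was also further from NN than in the paper, with a wide range, and G29861 was not, at 4.31-fold against 3.16 in the paper, within 1.5 times of it in all 19 alternatives. Uninvolved tissue making up at least 0.25 of each sample is argued against by the share of the NN level kept, a median of 0.0833 (0.0603 to 0.110) over 34 genes that fall more than 8-fold from NN to PP in the paper. A smaller part of uninvolved tissue stays open. Over genes lower in PP, the median position of the samples labelled PN from NN (0) to PP (1) was 0.757 (0.744 to 0.771), as an admixture would give, though genes were chosen on the PP samples, which may pull this value below 1. The paper's qRT-PCR gives PN apart from PP for G2608 and G25746. It used other samples, so it bears on uninvolved skin and not on these columns. An exchange with the 7 PP samples would need PP samples without lesional expression, and the fold changes of NN vs. PP argue against it. A mix-up with samples outside these 42 could explain the pattern and is a candidate explanation, which was not tested beyond these values. All of these tests use the labels of the count table.

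PP samples had reads for fewer genes than NN samples. The mean difference was 2513 genes (exact permutation test, p = 0.00249). A difference in depth is argued against as the whole cause, since with counts thinned to the smallest sample the mean difference was 1616 genes (exact permutation test, p = 1.55e-04). A few genes taking most of the reads are argued against, since without 254 genes with the most reads in any sample a share of 0.980 of that difference remained. The samples labelled PN, with the markers of lesional skin, had a median of 18489 genes at equal reads, above the highest PP sample (17877). What tissue these columns hold is not settled, so they cannot decide whether lesional expression is the cause. RNA quality and batch were not recorded and stay open.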

How the results depend on the processing

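Alternatives without the samples over 40000000 or under 10000000 reads, without overlapping neighbours and with a wider set of lncRNAs were chosen after the data were seen, and the others before. No paired analysis was possible because the records do not match patients. The odds ratio for DEGs of unannotated against annotated lncRNAs of Table S7 in NN vs. PP kept its direction and passed its test in all 28 alternatives (2.97 to 4.72). All of them use Table S7, so none is free of its selection by co-expression. In NN vs. PP, 71 of 80 named DEGs were called in every alternative, against 70 of 75 for NN against the samples labelled PN and 5 of 13 for the samples labelled PN against PP, and none changed direction.

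For NN vs. PP, the number of DEGs went from 4120 to 6643 with no fold change limit, and leaving out one sample at a time gave 3653 to 5015. Protein-coding genes went from 18.0% to 22.5% without the samples over 40000000 reads, 15.6% without those under 10000000, 15.8% at an adjusted p of at most 0.05 and 32.3% with no fold change limit, with 16.2 to 23.2% when one sample was left out. Annotated lncRNAs went from 21.2% to 34.2% with all 42 samples in one fit, 31.7% without the samples over 40000000 reads and 15.6% at an adjusted p of at most 0.05, with 17.6 to 27.4% when one was left out. Unannotated lncRNAs, at 32.1%, reached 50% with filterByExpr, which tests fewer genes, and 42.3% with all 42 samples in one fit (26.6 to 34.7% when one sample was left out). They were at 28.2% with DESeq2 and 24.4% at an adjusted p of at most 0.05. With counts thinned to the smallest sample they were at 23.1%, below the annotated lncRNAs at 24.0%. The number of DEGs of NN against the samples labelled PN was 11318 with no fold change limit (3682 to 4167 when one was left out). Apart from the limits and filterByExpr, the cause was not tested.

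For the samples labelled PN against PP, the number of DEGs went from 1346 to 797 with filterByExpr, 807 with counts thinned to the smallest sample, 2517 without the samples over 40000000 reads, 879 without those under 10000000 and 3209 with no fold change limit (1006 to 1980 when one PP sample was left out). Protein-coding genes, at 3.14%, had 8.53%, 1.72%, 2.09% and 12.8% without the samples over 40000000 reads, without those under 10000000, at an adjusted p of at most 0.05 and with no fold change limit, and 2.24 to 5.90% when one was left out, the highest without PP replicate 6. Annotated lncRNAs had 10.5% with thinned counts, 27.0% and 10.4% without the samples over 40000000 and under 10000000 reads, and 10.9% at an adjusted p of at most 0.05 (13.0 to 20.9% when one was left out). Unannotated lncRNAs, at 17.8%, had 10.8 to 22.2% when one was left out, the lowest without PP replicate 3, and 10.8% without the samples under 10000000 reads. The odds ratio for unannotated lncRNAs of Table S7, 1.56 (p = 0.0879, Fisher's exact test), passed the test with DESeq2 (1.86), with thinned counts (1.93) and without the samples over 40000000 reads (1.69), and leaving out one PP sample gave 1.44 to 2.03. It passed without PP replicate 1, 4, 5, 6 or 7. It was lower and did not pass without the samples under 10000000 reads (1.11, p = 0.843), at an adjusted p of at most 0.05 (1.16) and with no fold change limit (1.17). The cause was not tested.

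Unannotated lncRNAs detected in the 42 samples went from 100% to 95.6% with at least 5 reads and 81.8% in at least 0.5 of the samples, by construction. The rho of p against RPKM was -0.0838 with DESeq2. DEGs among lncRNAs of psoriasis loci went from 21 to 11 with filterByExpr and 32 with all 42 samples in one fit (15 to 26 when one was left out). The rho between plncRNAs and neighbours was 0.16 for DEGs alone, on fewer pairs. Pairs with a squared correlation of at least 0.5 went from 63.4% to 53.6% over all 42 samples and 42.8% within the samples labelled PN. The ratio for lncRNAs enhanced by IL17+TNF was 0 among the 31 lncRNAs higher in PP than in the samples labelled PN, below the 5.38 of NN vs. PP. Chance gives 0.855 shared there, so the 0 could not be told from chance.

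G36220 was a DEG in 22 of 28 alternatives for NN vs. PP and was lost without NN replicate 4 or 8 or PP replicate 5 or 6. G41367 was a DEG in 11 of 27 and was lost without any one of 12 of the 15 NN and PP samples, and it had few reads in both groups. G41369 had too few reads for a call either way. The odds ratio for DEGs of elncRNAs against plncRNAs in NN vs. PP did not pass with DESeq2, filterByExpr (1.62, p = 0.0544), thinned counts (1.50, p = 0.0708) or no fold change limit (1.33, p = 0.0719), nor without NN replicate 1, 2 or 4 or PP replicate 2, 3 or 4 (p from 0.0595 to 0.169), and the cause was not tested. Leaving out 1 sample moved other fold changes in the text by over 1.5 times without ending the call. In NN vs. PP the log2 fold change was -5.95 for G25746 and -7.01 for AWAT2 without PP replicate 3, and -4.59 for ELOVL3 without NN replicate 6. It was 8.30 for G31721 without NN replicate 2 (6.65 without PP replicate 1) and -2.86 for G41367 without PP replicate 5. For the samples labelled PN against PP it was -3.31 for SCGB2A1 without PP replicate 4. Without NN replicate 6, G2608 had no read left in NN, so its fitted fold change is not given.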

Differences from the paper's values

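The alternatives counted here were set before the data were examined. The paper gives 3 DEGs for PN vs. NN, and 3963 were found for the samples labelled PN, with a difference of more than 1.5 times in all 19 alternatives. For PN vs. PP, the paper gives 15% of protein-coding genes and 40% of unannotated lncRNAs, and here they were 3.14% and 17.8%, over the rows of Table S3 at hand. The share of protein-coding genes differed in 17 of 18 alternatives, the exception being no fold change limit (12.8%), and that of unannotated lncRNAs in 18 of 18. The sample groups are unlike, as 7 PP samples without pairing were used here and the paper had more. In simulated data at this size, 35 and 93 of 100 genes were called at log2 fold changes of 1 and 2. The number at 1 is held down by the fold change limit itself, and far fewer genes were changed than were DEGs in the data. For NN vs. PP fewer were called in simulated data, 18 and 62, and 18.0% of protein-coding genes were DEGs. Over 1850 genes of the held part of Table S4 for PN vs. PP, the median absolute log2 fold change was 0.424 here and 1.44 in the paper. The median ratio was 0.0596, so low power as the whole cause is argued against for these genes.

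The paper gives a rho of 0.6 for elncRNAs and 0.4 for plncRNAs with their neighbouring genes, against 0.22 and 0.20 here, and both differed in all 3 alternatives. The sets are unlike. The paper used more samples, and its p-values at these rho belong to fewer pairs than the 720 and 356 here, where the neighbour was chosen by exon number. The paper's fold change of G2637 from NN to PN is 2.81, against 16.9 here, and of PN to PP 9.41 against 1.63. For G40993 from NN to PN it is 3.15 against 15.2, and 113 without NN replicate 8 (from 8.99 over the alternatives). For G29861, the third gene, the values did not differ by 1.5 times. From PN to PP, the paper's fold changes are 66.2 for G2608 and 0.0189 for G25746, against 0.348 and 3.41 here, in the opposite directions, and G25746 was not a DEG here. All 5 differed in every alternative (19 for NN to PN, 18 for PN to PP).

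The paper states that it did not find significant associations between low expression and differential expression, from a test in one direction over all its unannotated lncRNAs and all annotated genes. Over the unannotated lncRNAs of Table S7, which the authors chose by co-expression, the rho here was -0.26 in a two-sided test on 15 samples, and with DESeq2 it did not pass the test. The genes, samples and tests are unlike, and part of the rho here may come from taking the level over the compared samples.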

Other observations

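Over the held rows of Table S4, 1869 of 1941 genes tested (96.3%) changed in the direction the paper gives for NN vs. PP, and 1112 (57.3%) were DEGs in that direction. For PN vs. PP, 1058 of 1850 (57.2%) had that direction, 86 were DEGs in it and 59 were DEGs in the opposite one. The table is held in part, and no enrichment test was run on it.

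Of the lists of genes, NN vs. PP gave DEGs among tested members of antimicrobial peptides and alarmins (2 higher of 2), IL-17, TNF and IL-36 axis cytokines and chemokines (4 higher of 4), type I interferon response (2 higher of 2), cell cycle (3 higher of 3), stress keratins and early cornified envelope (4 higher of 4), LCE3 (1 higher of 1), fatty acid and sterol synthesis (1 higher and 3 lower of 7), B and plasma cell (1 higher of 2) and coding genes named in the paper (1 higher and 1 lower of 2). Only lower members were found for late cornified envelope and terminal differentiation (1 lower of 3), circadian clock output (1 lower of 3), immediate early and handling response (2 lower of 4), mast cell (1 lower of 3), endothelial (1 lower of 3), smooth muscle (3 lower of 4), adipocyte (1 lower of 3), eccrine gland (3 lower of 9) and skeletal muscle (1 lower of 1). No DEG was found for T cell (0 of 5), monocyte, macrophage and dendritic cell (0 of 3), dermal fibroblast (0 of 2), hair follicle (0 of 3), melanocyte (0 of 1) and red blood cell (0 of 1). In the list of WNT antagonists and dermal developmental genes, BTC, IL37 and GATA3 were lower, and DKK3, the only WNT antagonist tested, was not a DEG. In NN vs. PP the B and plasma cell call, MS4A1, was lost in 9 of 27 alternatives, and ACTA2 of the smooth muscle list in 11 of 28. Lists with fewer than 5 tested members had no test as a set. Between the samples labelled PN and PP, the T cell list had 1 of 5 members lower and none higher, with a camera adjusted p of 0.00279 at the preset correlation and 0.359 with an estimated correlation, and the eccrine list had the same estimated p.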
